# A single mild closed-head injury disrupts synaptic strength and promotes hippocampal hyperexcitability in mice

**DOI:** 10.1093/braincomms/fcag268

**Published:** 2026-07-12

**Authors:** Jonathan C Vincent, Matthew J Lanning, Kai Saito, Cate D Cox, Leke Bytyqi, Savannah M Shepard, Blake K Byer, Margaret R Hawkins, Teresa Macheda, Kelly N Roberts, Heather M Hash, Kristen A McLaurin, Josh M Morganti, Christopher M Norris, Adam D Bachstetter

**Keywords:** diffuse brain injury, sex differences, transcriptomics, field potentials, spine morphology

## Abstract

Traumatic brain injury can result in persistent cognitive, behavioural, and emotional deficits, with the hippocampus among the most vulnerable circuits after injury. However, how diffuse injury differentially alters hippocampal subregions across time remains incompletely defined. Here, we used a mouse closed-head injury model to characterize early transcriptomics, subacute-to-chronic electrophysiology, dendritic spine morphology, and delayed immunoreactivity for glial fibrillary acidic protein (GFAP), ionized calcium-binding adapter molecule 1 (IBA1), and the pan-leukocyte marker CD45. Bulk RNA sequencing at 9, 24, and 72 h post-injury revealed induction of immediate early genes and neuronal excitability transcripts at 9 h alongside inflammatory pathways. These neuronal signatures diminished by 24–72 h while immune-associated programs persisted. Ex vivo field recordings in CA1 and dentate gyrus at 1, 3, and 6 weeks post-injury revealed reductions in synaptic strength in both regions at 1 week. Dentate gyrus deficits persisted at 3 weeks but recovered by 6 weeks, whereas CA1 showed depression at 1 and 6 weeks with relative sparing at 3 weeks. Fibre volley recruitment was preserved across regions and timepoints, arguing against gross presynaptic loss. Population spike thresholds were reduced in both regions, indicating increased neuronal excitability that persisted in CA1 but partially recovered in dentate gyrus. DiOlistic labelling and spine reconstruction revealed stable total spine density, but spine class composition showed sex-dependent injury effects in CA1 with altered mushroom and stubby proportions in males. Immunohistochemistry across 1–8 weeks post-injury revealed cortical gliosis but no injury-related changes in hippocampal GFAP or IBA1, while CD45 immunoreactivity increased in a delayed, sex-dependent manner within hippocampus. Together, these findings show that a single closed-head injury produces sustained hippocampal circuit dysfunction characterized by reduced synaptic strength and increased neuronal excitability, with region-dependent recovery dynamics, preserved presynaptic recruitment, and delayed hippocampal CD45 increases that do not parallel local glial activation.

## Introduction

Traumatic brain injury (TBI) can cause long-term neurological disability, including persistent cognitive, behavioural, and emotional deficits.^1-4^ TBI rapidly engages inflammatory cascades and activity-dependent neuronal transcriptional responses, and these early molecular changes may shape later circuit dysfunction.^5-8^ With early responses to excitotoxicity, energy failure, mechanical stretch, oedema, and inflammation, neurons undergo persistent alterations in synaptic function (e.g. synapse loss and impaired synaptic plasticity) resulting in improper circuit remodelling, which likely contribute to the long-term sequelae of TBI, including increased neuronal excitability and an elevated risk of post-traumatic seizures and epilepsy.^9-15^ Injury forces and their severity shape distinct primary insults to the brain and, in turn, determine how synapses are affected and how neurons attempt to compensate and remodel in response to these injuries.^16,17^ However, despite this heterogeneity, few studies have examined mild diffuse closed-head injury (CHI), the most common form of TBI experienced by individuals.

The hippocampus, despite not often being directly subjected to mechanical impact in many TBI models, is particularly vulnerable to injury-related forces.^18,19^ The hippocampus is composed of subregions with distinct cytoarchitecture and circuit functions that may confer differential vulnerability and recovery after injury.^20-23^ For instance, CA1 pyramidal neurons receive Schaffer collateral input from CA3 and provide major hippocampal output to cortical targets, whereas dentate gyrus (DG) granule cells gate entorhinal inputs and regulate downstream hippocampal recruitment through sparse coding.^24-27^ Studies have consistently shown that CA1 is particularly susceptible to excitotoxic and metabolic stress, displaying pronounced synaptic depression and dendritic retraction after trauma.^14,28-33^ In contrast, the DG often demonstrates transient suppression or even compensatory hyperexcitability, reflecting potential resilience or neurogenic plasticity.^26,34-37^ At the synaptic level, dendritic spines are the principal postsynaptic sites of excitatory transmission and undergo dynamic remodelling after TBI.^38-40^ Many studies report reduced mushroom-type spines and increased, less mature spine morphologies, consistent with altered synaptic stability and efficacy.^38,41,42^ Prior studies have demonstrated alterations in hippocampal synaptic physiology following TBI, including impaired long-term potentiation,^14,15,32^ altered excitatory drive,^26,28,30,43,44^ and increased network excitability,^45-49^ often with a focus on individual subregions or limited timepoints.^24,26,27^ These findings highlight the sensitivity of hippocampal circuits to injury but are typically restricted to single regions or endpoints. As a result, the relationship between synaptic physiology, structural remodelling, and region-specific recovery trajectories following mild diffuse injury remains incompletely defined, particularly across hippocampal subregions and with consideration of sex as a biological variable.

The CHI model used here reproduces diffuse biomechanical forces relevant to brain injury without craniotomy, preserving the skull and meninges while producing robust functional deficits.^50^ Because early injury-induced transcriptional responses may shape later circuit dysfunction, we used bulk RNA sequencing to define the acute molecular response to CHI and then examined hippocampal electrophysiology at later subacute-to-chronic timepoints to determine whether persistent synaptic abnormalities emerge after these early molecular changes. Early timepoints (9, 24, and 72 h) were selected to capture the acute transcriptional response to injury, including activity-dependent and inflammatory gene expression changes. Later timepoints (1, 3, and 6 weeks post-injury) were chosen to assess subacute-to-chronic alterations in hippocampal circuit function during periods when behavioural deficits are present. At these later timepoints, we quantified synaptic strength, presynaptic recruitment, postsynaptic responses, and population spike threshold in CA1 and DG. Together, these timepoints were selected to capture distinct phases of the injury response. To assess structural correlates, we performed DiOlistic labelling and three-dimensional spine reconstruction in a subset of animals to quantify spine morphology composition (percent mushroom and percent stubby) and tested structure-function relationships using correlation analyses. Finally, we evaluated hippocampal and cortical immunoreactivity for GFAP, IBA1, and CD45 at 1, 5, and 8 weeks post-injury to determine whether signs of gliosis and neuroinflammation were present within hippocampal subregions. Together, this multi-level approach was designed to (i) define the early molecular response to CHI, (ii) determine whether CA1 and DG exhibit distinct temporal profiles of synaptic dysfunction, (iii) assess whether spine morphology composition and its relationship to physiology differs by sex, and (iv) evaluate whether hippocampal neuroimmune marker expression parallels or diverges from robust cortical pathology after CHI.

## Materials and methods

### Animals, ethics, and study design

All procedures were approved by the University of Kentucky Institutional Animal Care and Use Committee and adhere to the ARRIVE guidelines 2.0.^51^ Adult male and female C57BL/6J mice were housed on a 12-hour light/dark cycle with ad libitum food and water. Mice were allocated to independent cohorts for bulk RNA sequencing, electrophysiology/spine analysis, or histology, with cohort-specific sample sizes and timepoints described below. Animals were randomly assigned to experimental groups within each cohort. Data collection and quantification were performed blinded to group until completion of initial analyses.

### Closed-head injury and sham surgery

CHI was performed as previously described.^50^ For surgical procedures, animals in the sham and CHI groups were anesthetized with 2.5% isoflurane, their heads were shaved, protective eye ointment was applied, and the scalp was disinfected with a betadine solution. Throughout the procedure, core body temperature was maintained at 37°C using a controlled heating pad. Mice were secured in a stereotaxic frame (Stoelting Co., Wood Dale, USA) using non-traumatic ear bars, with anaesthesia maintained at 2.5% isoflurane via a non-rebreathing nasal cone. To displace the impact force from the ear bars, a 1-mL latex pipette bulb filled with water was positioned directly under the mouse’s head. A midline scalp incision was made to expose the skull. For the CHI group, a single, controlled impact was delivered to the intact skull using a 5.0 mm steel-tip impactor at coordinates ML = 0.0 mm and AP = −1.6 mm (relative to bregma), with an impact velocity of 5.0 ± 0.2 m/s and an impact depth of 1.0 mm. Mice in the sham group underwent all identical procedures, including anaesthesia and scalp incision, but received no impact. Righting reflex time was measured immediately after injury as the time required for the animal to return to a prone position following removal from anaesthesia. No skull fractures were observed in this study, and no animals were excluded on this basis.

### RNA sequencing

A total of 61 adult C57BL/6J mice (31 male, 30 female; age 5.12 ± 0.76 months; weight 27.24 ± 4.74 g; mean ± SD) were used for bulk RNA sequencing. Mice underwent CHI or sham surgery as described above and were euthanized at 9 , 24 , or 72 h post-injury. All sham and CHI procedures were done in the morning, 08:00–10:00. Accordingly, tissue collection at 9, 24, and 72 h post-procedure occurred at different times of day, which may contribute to time-of-day-dependent variation in activity-regulated and synaptic gene expression. CHI group sizes were 7 females and 8 males (9 h), 8 females and 6 males (24 h), and 6 females and 8 males (72 h). Sham group sizes were 3 females and 3 males at each timepoint. Mice were perfused with ice-cold 1× PBS, and one hemisphere was snap-frozen for RNA extraction. Total RNA was isolated using the QIAGEN RNeasy Mini Kit and shipped to Novogene (Sacramento, CA) for library preparation and sequencing. All samples met quality thresholds (RIN range 8.7–9.7). Poly(A)-selected mRNA libraries were prepared using Novogene’s standard workflow and sequenced on an Illumina NovaSeq X Plus platform to generate paired-end reads. Raw sequencing data were processed using the nf-core/rnaseq pipeline (v3.21.0).^52^ After trimming, samples yielded ∼30–60 million reads each. Sequencing quality was assessed using MultiQC; all samples met quality thresholds with no technical outliers. Trimmed reads were aligned to the GRCm39 mouse reference genome using STAR, achieving 85–95% total mapping and 75–85% unique mapping. Unmapped reads (too short or other categories) represented < 10% of read pairs. Transcript quantification was performed using Salmon.^53^ Gene counts and lengths were imported into DESeq2 (v1.46.0) using the DESeqDataSetFromTximport function to generate gene length offsets.^54,55^ Prior to differential expression analysis, genes were filtered to retain those with ≥10 counts in at least *n* samples, where *n* equals the smallest group size in each comparison. The DESeq2 model included sex and age as covariates.^55^ Differentially expressed genes (DEGs) were defined as those with adjusted *P*-value < 0.05 (Benjamini–Hochberg correction). For downstream pathway analysis, an additional threshold of absolute log2 fold-change > 0.5 was applied to further filter the gene set. Over-representation analysis was performed separately for upregulated and downregulated DEGs using clusterProfiler v4.14.6 (GO Biological Process, KEGG) and ReactomePA v1.50.0 (Reactome).^56-58^ Neuronal-related gene sets (immediate early genes, neuronal excitability genes, regulatory factors, and synaptic function genes) were annotated using curated references. MA plots, volcano plots, Venn diagrams, expression trajectories, and enrichment profiles were generated with ggplot2 and standard plotting functions. MultiQC outputs were used exclusively for sequencing quality control and were not incorporated into downstream statistical modelling.

### Electrophysiology and dendritic spine analysis

A total of 120 adult C57BL/6J mice (55 male, 65 female; age 4.66 ± 0.75 months; weight 27.48 ± 5.24 g; mean ± SD) were used for electrophysiology experiments and a random subset of 33 mice underwent paired dendritic spine analyses. Mice underwent CHI or sham surgery as described above and were studied at 1, 3, or 6 weeks post-injury (wkpi; 1.25 ± 0.44, 3.30 ± 0.39, and 5.99 ± 0.89 wkpi; mean ± SD). Mice assigned to the naïve group were left undisturbed. For CHI, group sizes were 10 females and 8 males (1 wkpi), 10 females and 10 males (3 wkpi), and 12 females and 7 males (6 wkpi). Naïve controls comprised 8 females and 13 males, and sham controls comprised 25 females and 17 males.

#### Hippocampal slice preparation and recovery

Hippocampal slice preparation was performed as described in our earlier work.^14^ At 1, 3, or 6 wkpi, mice were anesthetized under CO_2_ and decapitated. Brains were rapidly extracted, and submerged (within 44.3 ± 7.68 s after decapitation; mean ± SD) in ice-cold, oxygenated (95% O_2_, 5% CO_2_) artificial cerebrospinal fluid (ACSF) slicing solution. The cutting solution contained (in mM): 114 NaCl, 3.0 KCl, 10.0 glucose, 1.25 KH2PO4, 26 NaHCO3, and 2.0 MgSO4 (pH 7.4; ∼300 mOsm). Brains were hemisected and cut coronally into 400 µm slices using a Leica VT1200 S vibratome (Leica Biosystems). The hemisections designated for electrophysiology were transferred to a custom interface holding chamber (Protoscience Solutions) for recovery and incubated in warm (∼32°C), oxygenated ACSF containing 2 mM CaCl_2_. Slices recovered for 2–5 h prior to recording. The other hemisection was reserved for dendritic spine analysis (see *Dendritic spine analysis* below).

#### Field potential recordings in the CA1 and dentate gyrus

For each animal, 1–3 slices per hippocampal region (CA1 and DG) were recorded when available. Recordings from CA1 and DG were obtained from the same animals when possible; however, not all animals yielded usable recordings in both regions. For each endpoint, slice-level measurements were averaged within each animal for each region prior to statistical analysis, and animal-level values were used for statistical comparisons. Slices were perfused in oxygenated ACSF (∼32°C) at a rate of 1–2 mL/min in an RC26 chamber (Warner Instrument). Stimuli were delivered via bipolar stainless-steel electrodes using a constant-current stimulus isolation unit (A365; World Precision Instruments). For CA1, Schaffer collaterals were stimulated in stratum radiatum near the CA3-CA1 border; for DG, perforant path inputs were stimulated near the DG crest. Slices were included only if the field excitatory post-synaptic potential (fEPSP) at 200 µA was ≥0.5 mV. fEPSPs were recorded in CA1 stratum radiatum and DG molecular layer using glass micropipettes (1–6 MΩ) filled with ACSF. Signals were amplified, filtered, and digitized using a Multiclamp 700B and Digidata 1550B (Molecular Devices). Input-output curves were generated using 100 µs pulses at eleven stimulus intensities (25–600 µA) at 0.1 Hz, with 3–5 responses averaged per intensity. Stimulus timing and data acquisition were controlled by Clampex software (v11.2.2.17; Molecular Devices). Fibre volley (FV) amplitude and fEPSP slope were measured offline in LabChart (ADInstruments). fEPSP slope was quantified as the maximum slope of the initial descending phase of the field potential (i.e. the steepest linear portion of the monosynaptic response), measured within a cursor window positioned on the early descending limb prior to population spike onset. Synaptic strength was quantified as the slope of fEPSP versus FV amplitude. Presynaptic excitability was quantified as FV amplitude versus stimulus intensity. Postsynaptic responsiveness was quantified as fEPSP slope versus stimulus intensity. Synaptic efficiency was calculated as fEPSP/FV ratio at the three highest stimulation intensities. Population spike threshold was defined as the fEPSP slope at which a population spike first emerged in the ascending limb of the field potential and served as an index of neuronal excitability.

### Dendritic spine analysis

Dendritic spine analyses were performed on a subset of animals from the electrophysiology cohort (*n* = 33) using paired tissue collected at the time of slice preparation. Coronal hemisections were drop-fixed in 4% PFA for 10–12 min and transferred to PBS until DiOlistic labelling (within 24–48 h). DiOlistic labelling was performed using adapted methods.^59,60^ DiI-coated tungsten particles were prepared and loaded into Tefzel tubing cartridges. Fixed 400 µm slices were labelled using a Helios Gene Gun (Bio-Rad) at ∼90 psi helium. Sections were mounted with ProLong Gold Antifade (Invitrogen) and stored at 4°C until imaging. Confocal imaging was performed on a Nikon A1R HD laser-scanning microscope. Hippocampal subregions were localized at 10×, and well-isolated neurons were imaged at 60× with *z*-stacks collected at 0.10–0.15 µm step size. Three to five dendritic segments per region per animal were imaged under blinded conditions. Dendritic spine analyses were performed on CA1 pyramidal neuron dendritic segments selected based on imaging and reconstruction suitability rather than formal compartment classification. Segments were at least second-order branches, were not directly attached to the soma or main apical dendrite, were largely contained within a single z-plane, and provided at least 40 μm of dendritic length that was not obscured by neighbouring dendrites. Spine density and morphology were quantified using Imaris v9.9.1 (Oxford Instruments). For each segment, a 40 μm dendritic length was traced manually, and spines were manually seeded in three dimensions to reduce false positives. Spines were classified as mushroom (max_width(head) ≥ min_width(neck); 1 μm < length < 3 μm) or stubby (length < 1 μm) using predefined geometric rules validated across >20 representative segments.^61^ Spines not meeting either classification were designated as ‘other.’ This category likely included morphologies such as filopodia- or nubby-like spines based on classic spine classification criteria; however, these morphologies could not be reliably separated into distinct subclasses using the software-based analysis workflow and therefore were not analyzed as independent categories. Spine composition was calculated as percent mushroom and percent stubby relative to the total detected spine population within each segment, with ‘other’ spines retained in the denominator but not analyzed as an independent morphological category.

### Histology and immunohistochemistry

Histopathological analyses were performed using archived brain tissue from an independent cohort of C57BL/6J sham and CHI mice collected at 1, 5, and 8 wkpi (*n* = 74; 39 male, 35 female). This cohort was distinct from the RNA-seq and electrophysiology/spine cohorts and was used as a complementary assessment of delayed hippocampal pathology. Use of archived tissue is also consistent with the 3Rs principle of reduction. Mice were transcardially perfused with 1X PBS followed by 4% PFA. Brains were post-fixed, cryoprotected in 30% sucrose, and sectioned coronally at 40 µm on a freezing microtome. For immunohistochemistry, every tenth section spanning dorsal hippocampus (∼−1.3 to −2.5 mm from bregma) was selected. Free-floating sections were processed using established protocols^62^ with primary antibodies targeting GFAP (rabbit, 1:10 000; Dako Z0334; RRID: AB_10013382), IBA1 (rabbit, 1:10 000; Wako 019-19741; RRID: AB_839504), and CD45 (rat, 1:1000; BioLegend 103102; RRID: AB_312967). Signal was amplified using VECTASTAIN Elite ABC-HRP and developed with DAB (Vector Laboratories). Slides were scanned using a Zeiss AxioScan Z.1, and percent area of positive staining was quantified in HALO (Indica Labs) using the Area Fraction algorithm. Percent area of positive staining was defined as the proportion of threshold-positive pixels relative to the total area of the delineated region of interest. CA1 and DG were delineated using consistent anatomical boundaries across sections. All sections were processed and imaged in batch under identical conditions. Quantification was performed blinded to experimental group using uniform thresholding parameters across all samples, and animals were randomized across staining batches to minimize potential batch effects.

### Statistical analysis

Statistical analyses were performed in R (v4.4.2) or JMP Student Edition 18 (SAS Institute Inc.), and graphs were generated in GraphPad Prism 10 (GraphPad Software LLC) or R. For RNA sequencing, gene-level counts were analyzed in DESeq2, with differential expression tested using Wald statistics for CHI versus sham at each timepoint (9, 24, 72 h) and Benjamini-Hochberg correction (FDR < 0.05). Functional enrichment analyses used Gene Ontology (GO) biological processes, KEGG, and Reactome pathway annotations. For electrophysiology, slice-level measurements were averaged within each animal for each region before statistical testing, and animal-level values were used for inference. Electrophysiology endpoints were analyzed using two-way ANOVA (injury group × sex) within each hippocampal region, with Dunnett's post hoc comparisons against sham. For dendritic spines, spine morphology (percent mushroom, percent stubby) was analyzed by ANOVA within each region with Tukey’s post hoc comparisons, and Pearson correlations were computed between spine morphology and electrophysiology measures separately by region and sex. For immunohistochemistry, percent area fraction was analyzed using mixed-effects ANOVA with animal as a random intercept and fixed effects for injury, timepoint, region, and sex, with Dunnett’s or Tukey’s correction for post hoc comparisons. Data are presented as mean ± SEM unless otherwise indicated. Model assumptions were assessed prior to inference, and statistical significance was set at *α* = 0.05.

## Results

### Closed-head injury induces an early time-dependent transcriptional response

To define the early molecular responses triggered by CHI and establish a baseline framework for interpreting downstream region-specific synaptic physiology, we first performed bulk RNA sequencing at 9, 24, and 72 h post-injury, time points selected based on prior work identifying peak transcriptional changes after CHI.^63^ 

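RNA from one hemisphere per mouse, snap-frozen after perfusion with PBS, was sequenced for 61 C57BL/6J mice (31 male, 30 female) that had received CHI or sham surgery. The CHI groups held 15 mice at 9 h and 14 mice each at 24 and 72 h, and the sham groups held 6 mice at each time point. The deposited tables give, for each mouse and each of 56941 genes, the number of reads that Salmon estimated for the gene, without normalization, and the TPM, a share of the library corrected for transcript length. Total estimated counts ranged from 17427640 to 57355676 in CHI mice (median 24672628) and from 18143567 to 45480120 in sham mice (median 21369533.5) at 9 h. At 24 h they ranged from 16955590 to 31569112 in CHI mice (median 18536188.5) and from 14857985 to 24566871 in sham mice (median 19941502). At 72 h the ranges were 16543997 to 28586209 in CHI mice (median 20084672.5) and 16620106 to 33369750 in sham mice (median 17957965.5). The paper's methods give 30 to 60 M trimmed reads per sample (M, mega-). In the sample labels the mice were 5.31 ± 0.807 months old (SD, n = 61), and the paper's value is 5.12 ± 0.76 months (SD). The labels also assign each mouse to an experiment. At 9 h the mice came from 2 experiments, one with 10 CHI and 4 sham mice and one with 5 CHI and 2 sham mice. The mice at 24 h came from 3 experiments and those at 72 h from 4, and no experiment held mice of both 9 h and a later time point, so that differences between 9 h and the later times cannot be told apart from differences between experiments. Counts were rounded and normalized for library size by edgeR's TMM method. CHI and sham mice were then compared at each time point by edgeR's quasi-likelihood test, with sex and age as covariates and Benjamini–Hochberg adjustment over the genes with at least 10 counts in at least 6 mice. DEGs had an adjusted p under 0.05, the definition in the paper's methods. Over the genes tested, the median standard error of a log2 fold change was 0.10 at 9 h, 0.08 at 24 h and 0.09 at 72 h.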

Bulk RNA-seq revealed a series of time-specific transcriptional changes with the most changes at 9 h post-injury, and fewer DEGs at 24 and 72 h (Fig. 1A). 

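At 9 h, 2385 of the 16967 genes tested were DEGs, of which 1197 were higher and 1188 lower in CHI than in sham mice (n = 15 and 6). At 24 h, 67 of 16577 genes were DEGs, 38 higher and 29 lower (n = 14 and 6). At 72 h, 0 of 16875 genes were DEGs (n = 14 and 6). Before adjustment, 4709 genes at 9 h, 1504 at 24 h and 869 at 72 h had p under 0.05, where chance alone would give 848, 829 and 844. With the paper's pathway threshold, an absolute log2 fold change above 0.5, 839 DEGs were left at 9 h (537 higher, 302 lower), 22 at 24 h (17 higher, 5 lower) and 0 at 72 h. The count of DEGs at 9 h moved most when the smaller of the 2 experiments was tested alone, a setting chosen after the data were seen, which gave 279. The larger experiment alone gave 1226. Of 2363 DEGs tested in both experiments, 2352 (99.5%) changed in the same direction in both, but these genes were called on the same mice, which favours agreement. Of the DEGs of the larger experiment alone, a set chosen after the data were seen, 1205 were tested in the smaller one and 1150 (95.4%) changed in the same direction there. Over all 16470 genes tested in both, 68% did, with a Pearson correlation of the log2 fold changes of 0.522 across genes, which are not independent replicates. By p-value, the 5 leading higher genes at 9 h with an absolute log2 fold change above 0.5 were Xdh (log2 fold change 1.45), Pla2g3 (2.50), Galnt15 (1.69), Smim3 (1.43) and Cmtm3 (1.16), and the leading lower genes were Hdac9 (−0.87), Nr4a3 (−1.30), Atp2c1 (−0.59), Egr2 and Egr4 (−1.23). All 15 CHI mice lay outside the range of the 6 sham mice for each of these genes except Egr4, for which 12 did. At 24 h the leading higher genes were Apod (log2 fold change 0.61), Gli1 (1.51), Pla2g3 (1.02), Gpr179 (1.41) and C4b (0.50), and the leading lower genes were Thbs4 (−0.97), Rpe65 (−1.80), H1f2 (−0.55), H2bc6 (−0.83) and Apln (−0.53). Reads of C4b and of the histone genes H1f2 and H2bc6 were not separated here from those of similar genes in the same families. All 10 choroid plexus genes tested at 24 h were higher in CHI mice (median log2 fold change 0.73), and none was a DEG. A choroid plexus score, the mean log2 normalized count per mouse, was 5.03 in CHI and 4.08 in sham mice (exact permutation test, p = 0.0341, adjusted p = 0.0897). With this score as a covariate, chosen after the data were seen, 22 genes were DEGs at 24 h. Unequal choroid plexus content is therefore not excluded there.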

Because our overarching goal is to understand how CHI alters neuronal and synaptic function, we highlighted a set of neuronal-related genes in the MA plots based on their established roles in immediate early signalling, neuronal excitability, and synaptic transmission. These genes (e.g. *Arc*, *Fos*, *Egr1/2*, *Kcnt2*, *Kcnc3*, *Gria2*, *Grm8*, *Syt4*) were selected *a priori* for their biological relevance to our experimental questions rather than through an unbiased enrichment approach. 

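The positions of these genes were taken from the GENCODE annotation of GRCm39, in which 56323 of the 56941 listed genes (98.9%) were found. Arc (ENSMUSG00000022602), which encodes a cytoskeleton-associated protein of active synapses, lies on chromosome 15 from 74540932 to 74544419. The transcription factor genes Fos (ENSMUSG00000021250), Egr1 (ENSMUSG00000038418) and Egr2 (ENSMUSG00000037868) lie on chromosome 12 from 85520658 to 85524047, on chromosome 18 from 34992876 to 34998049 and on chromosome 10 from 67371305 to 67378018. The potassium channel gene Kcnt2 (ENSMUSG00000052726) lies on chromosome 1 from 140173436 to 140541709. The glutamate receptor genes Gria2 (ENSMUSG00000033981) and Grm8 (ENSMUSG00000024211) lie on chromosome 3 from 80588757 to 80710538 and on chromosome 6 from 27275118 to 28135177. Syt4 (ENSMUSG00000024261), which encodes a synaptotagmin, lies on chromosome 18 from 31570857 to 31580794. All 8 genes are annotated as protein-coding. Other annotated genes overlap Kcnt2, Gria2 and Grm8 on the same strand, 1 each for Kcnt2 (Gm37777) and Gria2 (Gm54598) and 3 for Grm8 (Gm42801, Gm66912 and Mir592). Arc, Fos and Egr1 overlap no other annotated gene on either strand.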

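A hand-written list of 29 immediate early genes that includes Arc, Fos, Egr1, Egr2, Npas4, Nr4a1 and Bdnf was followed as a group. At 9 h, 23 of the 29 genes were lower and 6 were higher in CHI than in sham mice, with a median log2 fold change of −0.82, and 20 of the lower genes and 1 of the higher genes were DEGs. Over all genes tested at 9 h, the median log2 fold change was −0.01. The mean of log2 normalized counts over the list was computed for each mouse, after adding 1 to each count. This score was 9.06 ± 0.17 (SD, n = 15) in CHI mice and 9.75 ± 0.25 (SD, n = 6) in sham mice at 9 h, a difference of −0.69 (two-sided exact permutation test, p = 3.69e-05, adjusted p = 0.000615 over 50 score comparisons). In the larger experiment at 9 h the difference was −0.77 (n = 10 and 4, exact permutation test, p = 0.000999). In the smaller experiment it was −0.53 (n = 5 and 2, exact permutation test, p = 0.0476, the smallest p that these group sizes allow). The CHI mice at 9 h had scores near those of the later groups, which were 8.97 ± 0.24 in CHI mice (SD, n = 14) and 9.08 ± 0.24 in sham mice (SD, n = 6) at 24 h, and 9.10 ± 0.19 in CHI mice (SD, n = 14) and 9.03 ± 0.18 in sham mice (SD, n = 6) at 72 h. CHI and sham mice differed by −0.12 at 24 h (exact permutation test, p = 0.331) and by 0.08 at 72 h (exact permutation test, p = 0.402).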

Their coordinated response illustrates a rapid phase of neuronal activation following CHI. 

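At 9 h, Arc averaged 2436 ± 573 TMM-normalized counts in CHI mice (SD, n = 15) and 7619 ± 2733 in sham mice (SD, n = 6). Its log2 fold change was −1.64 (standard error 0.20, adjusted p = 2.00e-05), and 14 of the 15 CHI mice lay below all sham mice. Fos averaged 392 ± 128 in CHI mice (SD, n = 15) and 1342 ± 421 in sham mice (SD, n = 6), a log2 fold change of −1.79 (standard error 0.18, adjusted p = 1.91e-06). Egr1 averaged 5017 ± 1519 in CHI mice (SD, n = 15) and 12366 ± 3331 in sham mice (SD, n = 6), a log2 fold change of −1.33 (standard error 0.15, adjusted p = 7.37e-06). For Egr2, the means were 70.8 ± 39.2 (SD, n = 15) and 441 ± 144.2 (SD, n = 6), a log2 fold change of −2.69 (standard error 0.23, adjusted p = 2.54e-07), and all 15 CHI mice lay below all sham mice. Syt4 averaged 5859 ± 858 in CHI mice (SD, n = 15) and 7702 ± 1473 in sham mice (SD, n = 6), a log2 fold change of −0.40 (adjusted p = 0.000131). The other genes had log2 fold changes of −0.60 for Kcnt2 (standard error 0.10, adjusted p = 0.000162), −0.40 for Gria2 (standard error 0.07, adjusted p = 0.000207) and −0.72 for Grm8 (standard error 0.09, adjusted p = 7.81e-06). Under 15 other settings for each gene, all 8 genes kept their direction and passed the threshold. The log2 fold change ranged from −1.83 to −1.51 for Arc, from −2.81 to −2.48 for Egr2 and from −0.65 to −0.56 for Kcnt2 under these settings. When the smaller experiment was tested alone, a setting chosen after the data were seen, each gene kept its direction, and Grm8 passed the threshold (adjusted p = 0.0139) while the others did not (adjusted p from 0.0509 for Kcnt2 to 0.245 for Arc).

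**Figure D1:**
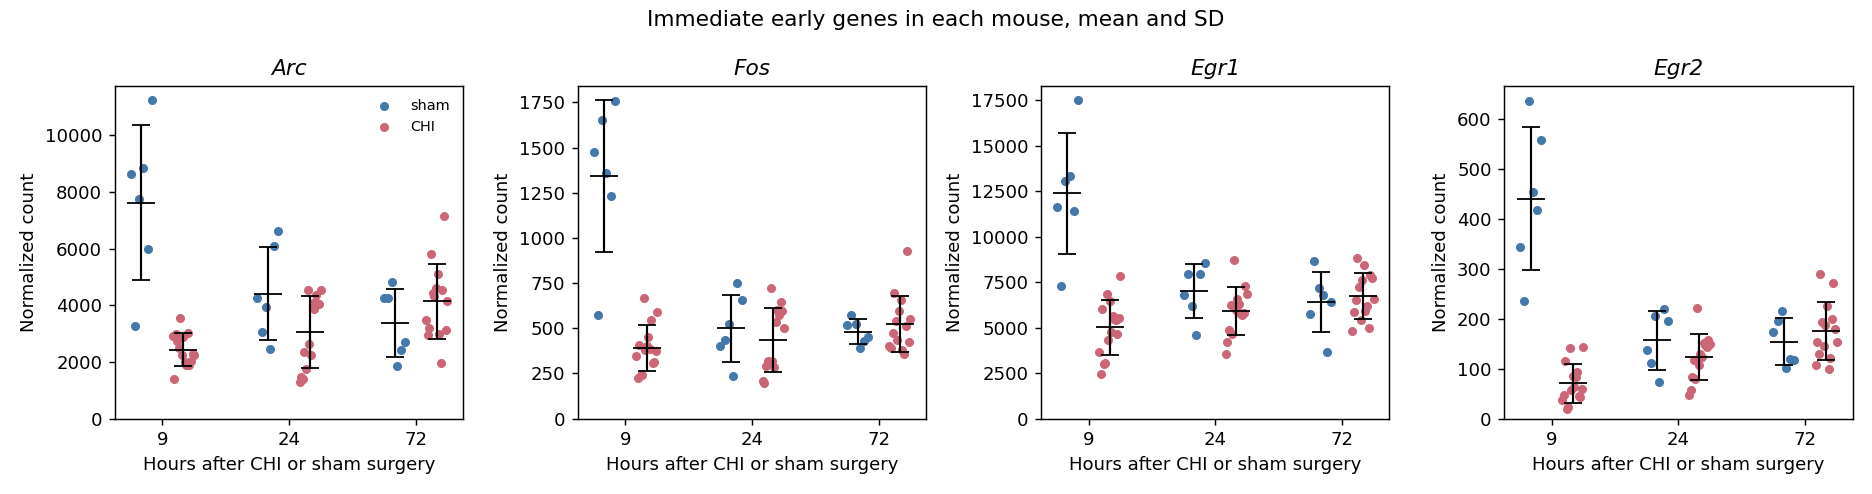
TMM-normalized counts of Arc, Fos, Egr1 and Egr2 in each mouse, by hours after CHI or sham surgery. Points are mice and black bars are the group mean and SD (CHI, n = 15, 14 and 14; sham, n = 6 at each time point); at 9 h the sham means are 7619, 1342, 12366 and 441, above the CHI means of 2436, 392, 5017 and 70.8.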

At 9 h, transcripts associated with neuronal activity and excitability were prominently upregulated, including immediate early genes (*Arc, Fos, Egr1/2*), ion channel regulators (*Kcnt2, Kcnc3*), and synaptic function genes (*Gria2, Grm8, Syt4*). This early activity-linked signature was substantially diminished by 24 h and largely resolved by 72 h, indicating a rapid but transient neuronal activation phase. In contrast, genes associated with injury-related regulatory programs and glial engagement showed more prolonged alterations. 

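At 24 h, the log2 fold changes of Arc, Fos, Egr1 and Egr2 were −0.39, −0.01, −0.19 and −0.20, and those of Kcnt2, Gria2, Grm8 and Syt4 were −0.08, −0.03, 0.00 and −0.04 (n = 14 and 6, adjusted p from 0.646 to 0.998). At 72 h, they were 0.29, 0.13, 0.12 and 0.19 for Arc, Fos, Egr1 and Egr2, and −0.10, −0.08, −0.09 and 0.05 for the other 4 genes in the same order (n = 14 and 6, adjusted p from 0.909 to 0.919). No gene of the list of 29 immediate early genes was a DEG at 24 or 72 h, where the median log2 fold changes of the list were −0.04 and 0.11. One other setting changed these calls. Without the filter on low counts, Arc at 24 h and Egr1 at 24 h passed the threshold, with adjusted p = 1.92e-12 for Arc (range over its other settings, 1.92e-12 to 0.996) and adjusted p = 0.00883 for Egr1 (range 0.00883 to 1.00). In that fit, edgeR's prior degrees of freedom were infinite and every gene received the variance of the trend, so that the variance used for Arc was 0.700 in place of 13.9. These calls therefore do not take account of how much the mice differed. The change of the CHI effect over time was tested in all 61 mice as the log2 fold change at 9 h minus that at the later time. From 9 to 24 h this difference was −1.15 for Arc (adjusted p = 0.0287), −1.64 for Fos (adjusted p = 0.000459), −1.10 for Egr1, −2.31 for Egr2, −0.54 for Kcnt2, −0.38 for Gria2, −0.71 for Grm8 and −0.36 for Syt4 (adjusted p = 0.0304), and it passed the threshold for each of them. Without covariates, the Arc: difference of the CHI effect between 9 h and 24 h did not pass (adjusted p = 0.0553, range over its other settings 0.0137 to 0.0553). From 9 to 72 h the difference was −2.04 for Arc, −2.00 for Fos, −1.48 for Egr1, −2.96 for Egr2, −0.48 for Kcnt2, −0.30 for Gria2, −0.62 for Grm8 and −0.46 for Syt4 (adjusted p from 4.98e-07 for Egr2 to 0.0328 for Gria2).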

Factors linked to neuronal stress and axonal injury (*Atf3*) and microglial complement components (*C1qc*) remained elevated through 72 h, consistent with evolving cellular responses after CHI. 

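Atf3 (ENSMUSG00000026628) encodes a stress-induced transcription factor and lies on chromosome 1 of GRCm39 from 190902493 to 190950241. C1qc (ENSMUSG00000036896) encodes a chain of complement C1q and lies on chromosome 4 from 136616466 to 136620376. The log2 fold change of Atf3 was 0.41 at 9 h (standard error 0.30, n = 15 and 6, adjusted p = 0.399), −0.13 at 24 h (standard error 0.28, n = 14 and 6, adjusted p = 0.947) and 1.55 at 72 h (standard error 0.28, n = 14 and 6, adjusted p = 0.0677). That of C1qc was −0.01 at 9 h (standard error 0.09, adjusted p = 0.973), 0.19 at 24 h (standard error 0.07, adjusted p = 0.355) and 0.52 at 72 h (standard error 0.12, adjusted p = 0.158). Other settings moved both genes past the threshold at 72 h. For Atf3 at 72 h, the adjusted p ranged from 0.000216 with DESeq2's size factors to 0.346 without one of the sham mice, and with the paper's DESeq2 test and gene-length offsets it was 0.00426. For C1qc at 72 h, it ranged from 0.00635 with DESeq2's size factors to 0.661, and with gene-length offsets it was 0.0106. Under no setting did either gene pass at 9 or 24 h. The sign of Atf3 at 9 h reversed with gene-length offsets (−0.02), and those of Atf3 at 24 h and C1qc at 9 h also reversed under some settings.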

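Among the 2429 genes that were DEGs at any time point, 2362 were DEGs at 9 h only, 44 at 24 h only and 23 at both 9 and 24 h. Of these 23 genes, 17 changed in the same direction at both times. By chance, 9.5 shared genes would be expected (Fisher's exact test, p = 2.58e-05). As no gene was a DEG at 72 h, where the counts at an unadjusted p under 0.05 were close to chance, none was shared with that time. With the threshold on the log2 fold change as well, 830 genes were DEGs at 9 h only, 13 at 24 h only and 9 at both. The overlap of DEGs between time points was 6 genes in the experiments with the most mice, a setting chosen after the data were seen, and 65 with DESeq2's size factors. Without the filter on low counts it was 69, a count that rests on the fit at 24 h with infinite prior degrees of freedom and should not be relied on.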

Across the three time points, the overlap in DEGs was minimal (Fig. 1B). 

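At 72 h, the smallest adjusted p was 0.0677, shared by Atf3, Vim (log2 fold change 0.53, standard error 0.09) and Grn (log2 fold change 0.40, standard error 0.07). Vim and Grn were named after their values were seen. Each sham mouse in turn was left out, and 0 or 1 gene then passed the threshold. The result depended on the test. For DEGs at 72 h, the DESeq2 Wald test with gene-length offsets, the test named in the paper's methods, gave 22 genes, of which 19 were DEGs at no other time, and DESeq2 without length offsets gave 41 genes, of which 26 were DEGs at no other time. With the experiment in place of age as a covariate, 18 genes passed, of which 14 were DEGs at 72 h alone. In one fit of all 61 mice, 14 genes passed, of which 11 were DEGs at 72 h alone.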

Notably, only 14 genes reached significance at 72 h, and 12 of these were unique to that timepoint. Pathway analyses supported this interpretation. 

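The pathway databases behind Fig. 1C were not used here. Instead, 16 hand-written gene families were tested for an excess of DEGs with an absolute log2 fold change above 0.5 by Fisher's exact test, separately for higher and lower genes and for each time point, with Benjamini–Hochberg adjustment over the 96 tests and all genes tested at that time as background. At 9 h, 20 extracellular matrix genes (collagens, laminins, integrins, matrix proteases and other matrix proteins) were among the higher genes, where 4.49 would be expected (Fisher's exact test, adjusted p = 5.33e-07), and 3 were among the lower genes. Of the genes for G protein-coupled receptors, 12 were among the lower genes, where 2.97 would be expected (Fisher's exact test, adjusted p = 0.000878), and 6 were among the higher genes, where 5.29 would be expected. Of 24 genes for neuropeptides and peptide hormones, 2 were among the lower genes (Fisher's exact test, adjusted p = 0.444) and 0 among the higher genes. The largest excess was that of the immediate early genes, 16 of 29 among the lower genes (expected 0.52, Fisher's exact test, adjusted p = 3.61e-19). Among the higher genes, 12 of 17 reactive astrocyte genes (Fisher's exact test, adjusted p = 2.30e-13) and 9 of 13 glucocorticoid response genes (Fisher's exact test, adjusted p = 6.10e-10) were found. Their scores, computed per mouse as for the immediate early genes, were higher in CHI mice by 1.21 and 1.13 (exact permutation test, p = 1.84e-05 for each, the smallest p that 15 mice against 6 allow).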

The 9 h dataset was dominated by pathways involved in extracellular matrix remodelling, GPCR and neuroactive ligand signalling, and other processes linked to rapid neuronal activation (Fig. 1C). In contrast, the 24 and 72 h datasets showed enrichment for pathways associated with cellular senescence, apoptosis, oxidative stress responses, and disease-related signatures, including Alzheimer’s disease-linked pathways. 

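Senescence, apoptosis, oxidative stress and Alzheimer's disease pathways were not tested as such, since their databases were not used here. Of the 16 hand-written families, 3 held an excess of DEGs at 24 h. Among the higher genes, these were the reactive astrocyte genes, with 2 of 16 (Fisher's exact test, adjusted p = 0.00189), and Wnt ligand, receptor and effector genes, with 2 of 29 (Fisher's exact test, adjusted p = 0.00542). Among the lower genes, 1 of 4 linker histone genes was found (Fisher's exact test, adjusted p = 0.0145), a call that did not pass without the threshold on the log2 fold change (adjusted p = 0.0670, range over its other settings 3.84e-05 to 0.0670 for linker_histone lower at 24 h). The RNA of 6 genes of the phagocyte NADPH oxidase was followed. It is not a measure of oxidative stress itself, and it cannot tell such stress apart from a change in phagocytes such as microglia. At 9 h, all 6 were higher in CHI than in sham mice, with a median log2 fold change of 0.25. At 24 h, 5 of the 6 were higher in CHI than in sham mice, with a median log2 fold change of 0.35, and at 72 h all 6 were higher, with a median of 0.43, and none of them was a DEG at any of these times. No family could hold an excess at 72 h, where no gene passed the threshold.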

To illustrate temporal patterns within representative gene classes, we examined normalized expression for selected transcripts (Fig. 1D). Immediate early genes (*Arc, Fos*), neuronal excitability regulators (*Kcnt2, Kcnc3*), and synaptic genes (*Gria2, Grm8*) reached maximal induction at 9 h and returned toward baseline by 24–72 h. Conversely, injury-associated regulators (*Atf3*) and microglial complement components (*C1qc*) showed persistent or increasing expression at the later timepoints. 

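Kcnt2 averaged 552 ± 88.3 TMM-normalized counts in CHI mice (SD, n = 15) and 835 ± 112 in sham mice (SD, n = 6) at 9 h, 980 ± 105.9 (n = 14) and 1022 ± 75.9 (n = 6) at 24 h, and 900 ± 130 (n = 14) and 992 ± 93.7 (n = 6) at 72 h. Gria2 averaged 10102 ± 1145 in CHI mice and 13288 ± 2439 in sham mice at 9 h, 16655 ± 1063 and 16666 ± 775 at 24 h, and 15338 ± 1119 and 16245 ± 1000.0 at 72 h. Its sham mean at 9 h includes one mouse at 18210, far above the other 5 at 11900 to 12810. For Grm8, the means were 321 ± 55.5 and 520 ± 59.1 at 9 h, 419 ± 28.9 and 417 ± 49.6 at 24 h, and 374 ± 39.5 and 402 ± 34.3 at 72 h. At 9 h, 14 of the 15 CHI mice lay below all sham mice for Kcnt2 and Gria2, and all 15 did for Grm8. At 24 h Arc averaged 3048 ± 1278 in CHI mice (SD, n = 14) and 4406 ± 1645 in sham mice (SD, n = 6), and Fos 437 ± 176.96 and 500.03 ± 184.7. At 72 h Arc averaged 4133 ± 1334 and 3384 ± 1200.5, and Fos 525 ± 155.7 and 482 ± 69.0. Kcnn3, a potassium channel gene plotted in Fig. 1D, had log2 fold changes of −0.68 at 9 h (adjusted p = 0.0105), 0.12 at 24 h and −0.05 at 72 h.

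**Figure D2:**
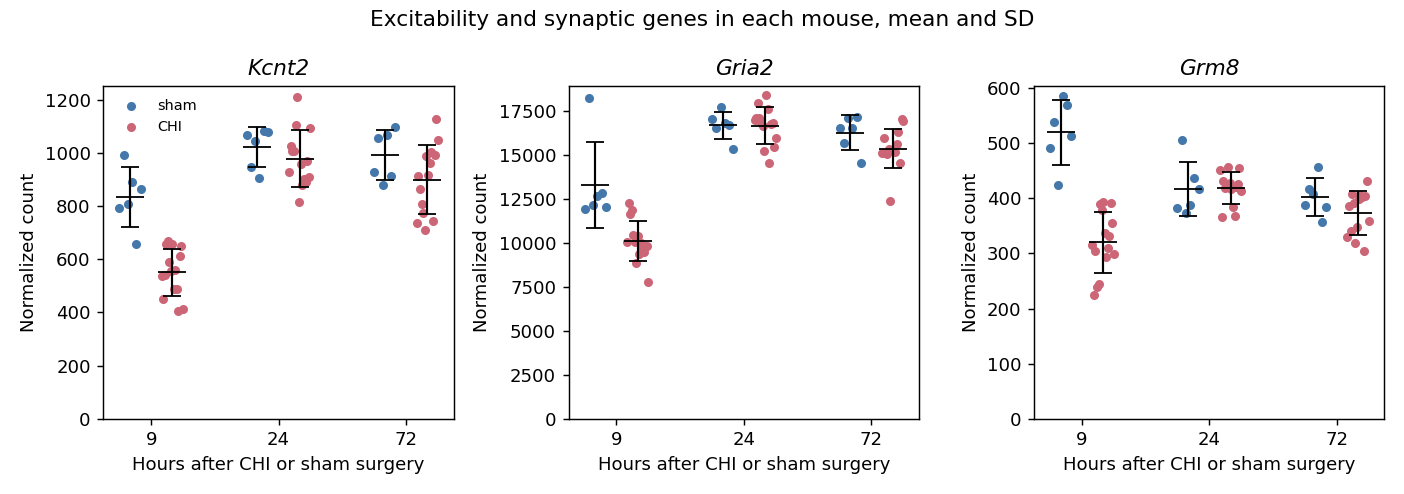
TMM-normalized counts of Kcnt2, Gria2 and Grm8 in each mouse, by hours after CHI or sham surgery. Points are mice and black bars are the group mean and SD (CHI, n = 15, 14 and 14; sham, n = 6 at each time point); at 9 h the CHI means of Kcnt2, Gria2 and Grm8 (552, 10102 and 321) lie below the sham means (835, 13288 and 520).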

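Atf3 averaged 22.3 ± 10.3 TMM-normalized counts in CHI mice (SD, n = 15) and 16.3 ± 6.80 in sham mice (SD, n = 6) at 9 h, and 18.4 ± 6.79 (n = 14) and 19.3 ± 8.15 (n = 6) at 24 h. At 72 h it averaged 39.3 ± 16.5 in CHI mice (SD, n = 14) and 13.6 ± 10.0 in sham mice (SD, n = 6), and 7 of the 14 CHI mice lay above all sham mice. One sham mouse at 72 h had 33.5 counts, and the other 5 had 6.83 to 12.8. C1qc averaged 521 ± 82.2 and 517 ± 104 at 9 h, 597 ± 58.2 and 513 ± 55.7 at 24 h, and 724 ± 180 and 494 ± 39.1 at 72 h, where 12 of the 14 CHI mice lay above all sham mice. The log2 fold change at 9 h minus that at 72 h was −1.14 for Atf3 (adjusted p = 0.0680) and −0.54 for C1qc (adjusted p = 0.0159), tested in all 61 mice.

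**Figure D3:**
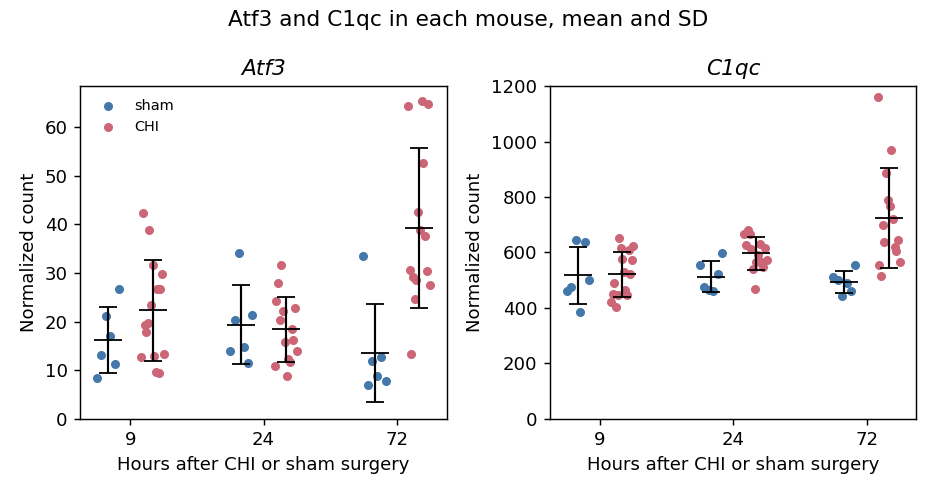
TMM-normalized counts of Atf3 and C1qc in each mouse, by hours after CHI or sham surgery. Points are mice and black bars are the group mean and SD (CHI, n = 15, 14 and 14; sham, n = 6 at each time point); the CHI means rise from 22.3 and 521 at 9 h to 39.3 and 724 at 72 h, and one sham mouse at 72 h lies at 33.5 for Atf3.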

Sham mice displayed expected circadian fluctuations in activity-dependent transcripts, consistent with established rhythmic regulation of neuronal-related gene expression. 

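The 18 sham mice were compared between time points by edgeR's quasi-likelihood test with sex as a covariate. Of 16577 genes, 3873 differed between 9 and 24 h, 2091 of them higher at 9 h, and 4231 differed between 9 and 72 h, 2158 of them higher at 9 h. Surgery took place in the morning, so tissue was collected later in the day at 9 h than at 24 and 72 h. Sham mice at 9 h had higher Fos than at 24 h (log2 difference 1.44, n = 6 and 6, adjusted p = 0.000787) and 72 h (1.46, adjusted p = 0.000647). Arc was higher by 0.79 than at 24 h (adjusted p = 0.0656) and by 1.15 than at 72 h (adjusted p = 0.0113), Egr1 by 0.81 and 0.92, and Egr2 by 1.497 and 1.53. Grm8 was higher at 9 h by 0.30 and 0.35, whereas Kcnt2 (−0.31 and −0.27) and Gria2 (−0.34 and −0.31) were lower. Among clock genes, Per1 was higher at 9 h by 0.75 and 0.64 and Nr1d1 by 0.84 and 0.83 (adjusted p = 0.000278 and 0.000290). The mean score of the 29 immediate early genes was higher at 9 than at 24 h by 0.67 (exact permutation test, p = 0.00433) and higher than at 72 h by 0.72 (exact permutation test, p = 0.00216). The sham mice at 9 h also came from other experiments than those at the later times, so time of day and experiment cannot be told apart. A score of nuclear RNAs, a measure of how much nuclear RNA the samples held, was lower at 9 h than at 24 h (difference −1.34, exact permutation test, p = 0.00649). With this score as a further covariate, chosen after the data were seen, 588 genes differed between 9 and 24 h, 55 were higher and 84 lower at 9 than at 72 h, and neither Arc nor Fos passed the threshold. The score itself followed the time point in sham mice, with means of 10.4 at 9 h, 11.8 at 24 h and 12.1 at 72 h. Adjusting for it also takes out differences between times, so this fit cannot tell nuclear RNA apart from time of day or experiment.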

Together, these data indicate that CHI elicits a rapid, time-structured transcriptional response within the first 72 h. Early responses include transient neuronal activity-linked programs, whereas later profiles are dominated by immune- and injury-associated pathways.

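The early and late changes were followed with scores of cell-type genes, the mean log2 normalized counts per mouse. A score of 21 microglial genes was 8.32 ± 0.17 (SD, n = 15) in CHI mice and 8.31 ± 0.21 (SD, n = 6) in sham mice at 9 h, and 8.56 ± 0.14 (SD, n = 14) and 8.42 ± 0.09 (SD, n = 6) at 24 h (exact permutation test, p = 0.0377, adjusted p = 0.0942). At 72 h it was 8.85 ± 0.29 (SD, n = 14) and 8.39 ± 0.10 (SD, n = 6), a difference of 0.46 (exact permutation test, p = 0.0015, adjusted p = 0.00833). All 21 microglial genes were higher in CHI than in sham mice at 72 h, with a median log2 fold change of 0.44, and none was a DEG. At 24 h, 16 of these genes were higher and 5 lower, and the only DEG among them was lower. At 9 h, 10 were higher and 11 lower, with 2 DEGs in each direction. The reactive astrocyte score was higher in CHI mice by 0.39 at 24 h (exact permutation test, p = 0.000645) and by 0.46 at 72 h (exact permutation test, p = 0.00049), smaller differences than at 9 h. A score of 16 pan-neuronal genes differed by 0.00 at 9 h (exact permutation test, p = 0.989), 0.02 at 24 h and −0.01 at 72 h. From its differential expression, pathway and time-course results, the paper concludes that the response to CHI is rapid and structured in time, with transient programs linked to neuronal activity followed by immune and injury programs.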

**Figure 1:**
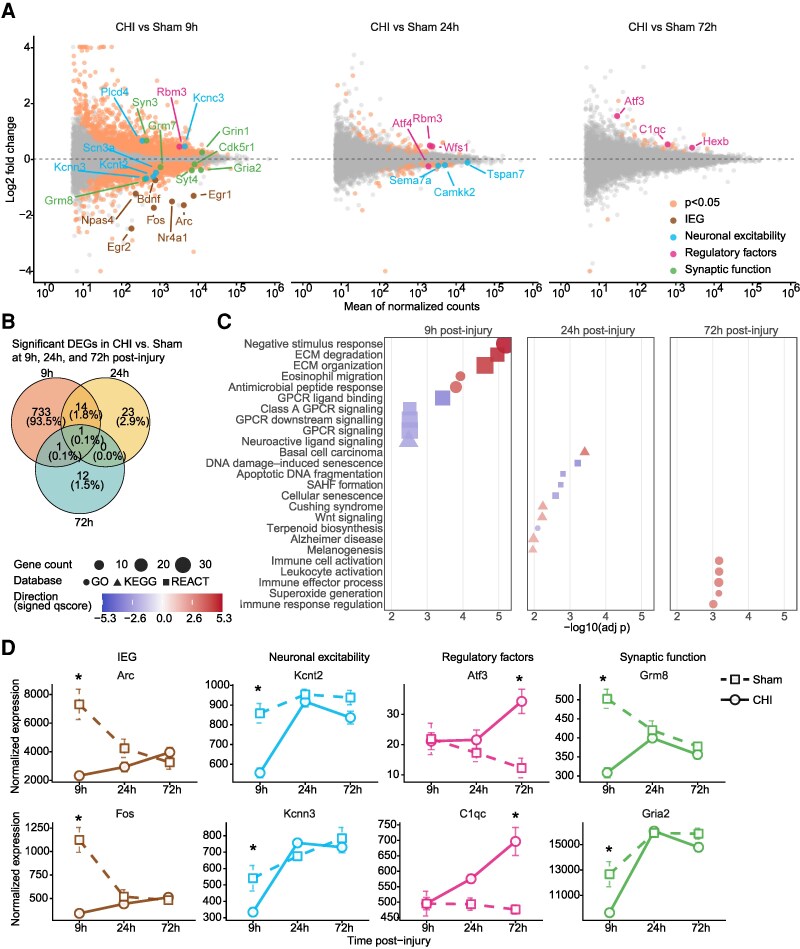
Early transcriptional responses to CHI. (**A**) MA plots showing DEGs at 9, 24, and 72 h after CHI. The 9 h time point exhibited the largest transcriptional response. Each point represents an individual gene. Differential expression was tested in DESeq2 using the Wald test with Benjamini–Hochberg correction. Neuronal-related transcripts highlighted in the plots were selected *a priori* based on their roles in immediate early signalling, neuronal excitability, and synaptic function. (**B**) Venn diagram showing minimal overlap in DEGs across time points, with most changes occurring at 9 h and only 14 DEGs detected at 72 h. (**C**) Pathway enrichment analysis demonstrating early activation of extracellular matrix, GPCR, and neuroactive ligand pathways at 9 h, and enrichment of senescence-, oxidative stress-, and disease-related pathways at later time points. (**D**) Normalized expression trajectories for representative neuronal and injury-associated genes. Immediate early, excitability-related, and synaptic transcripts peaked at 9 h and declined thereafter, whereas Atf3 and the microglial complement gene C1qc remained elevated through 72 h. Each point represents the group mean normalized expression at that timepoint (circles, CHI; squares, Sham); error bars represent the standard error of the mean. Differential expression was tested in DESeq2 using the Wald test with Benjamini–Hochberg correction. * FDR-adjusted *P* < 0.05 (DESeq2, Benjamini–Hochberg). Animals examined per group: 9 h CHI, 7 female/8 male; 24 h CHI, 8 female/6 male; 72 h CHI, 6 female/8 male; Sham, 3 female/3 male at each timepoint.

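The sex of each mouse was checked against genes of the sex chromosomes. In the 30 mice labelled female, the TPM of Xist, which is expressed from the inactive X chromosome, was between 7.76 and 169.4, and that of the Y-linked gene Ddx3y was at most 0.103. Among the 31 mice labelled male, Xist was at most 0.358 TPM and Ddx3y between 23.7 and 40.5 TPM, so no label was contradicted. The effect of CHI was compared between the sexes by an interaction term with age as a covariate, and 0 genes passed the threshold at 9, 24 and 72 h, where 774, 749 and 524 genes had an unadjusted p under 0.05 and chance would give 848, 829 and 844. With 3 sham mice of each sex per time point, the interaction rests on few animals. The model did not include the experiment, and at 24 h sex partly followed it (Cramér's V 0.704). All 6 mice of one experiment at 24 h were female and all 4 of another were male. At 72 h sex also partly followed the experiment (Cramér's V 0.457). Sex and experiment are therefore not fully told apart at 24 and 72 h.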

### Closed-head injury induces lasting alterations in hippocampal synaptic electrophysiology

The overarching goal of this study was to determine how neuronal activity is altered following a single mild CHI and whether early transcriptional responses, including those associated with synaptic dysfunction and neuronal excitability changes (Fig. 1) and previously observed long-lasting cognitive and behavioural deficits,^8,63^ correspond to persistent alterations in synaptic circuitry. We focused on the hippocampus as a well-defined, highly injury-sensitive circuit that is directly affected by CHI^20-23^ to test circuit-level synaptic changes following a diffuse TBI. Building on our prior work demonstrating behavioural impairments lasting up to 14 weeks after CHI,^63^ with deficits in multiple hippocampal-associated behavioural assays evident through at least 3 weeks post-injury (wkpi), we examined hippocampal synaptic function at timepoints before (1 wkpi), during (3 wkpi), and after (6 wkpi) the period in which these behavioural deficits are observed (Fig. 2). Adult male and female C57BL/6 mice (age: 4.66 ± 0.75 months; weight: 27.48 ± 5.24 g; mean ± SD) were assigned to naïve, sham, or CHI groups and assessed at 1, 3, or 6 weeks post-injury. Injury severity was confirmed by righting reflex time measured immediately after impact. When stratified by sex, righting reflex time was prolonged in CHI animals in both females and males. In females, righting reflex time was 7.66 ± 5.04 s at 1 wkpi (*n* = 11), 13.15 ± 7.03 s at 3 wkpi (*n* = 16), and 12.83 ± 9.65 s at 6 wkpi (*n* = 15), compared with 1.49 ± 0.66 s in sham controls (*n* = 32). In males, righting reflex time was 12.44 ± 8.43 s at 1 wkpi (*n* = 11), 14.25 ± 7.59 s at 3 wkpi (*n* = 15), and 14.48 ± 10.28 s at 6 wkpi (*n* = 16), compared with 2.16 ± 2.02 s in sham controls (*n* = 27). There was no significant main effect of sex (*P* = 0.0748) and no sex-by-group interaction (*P* = 0.6345). Postoperative health was monitored using body weight trajectories from preoperative baseline through postoperative days 1–4 and at the time of electrophysiological assessment. While there was the expected effect of sex (*P* < 0.0001) associated with a difference in weight, there was no effect of injury or sex-by-injury interaction, suggesting that the mild CHI did not have lasting adverse effects on general health among the groups.

**Figure 2:**
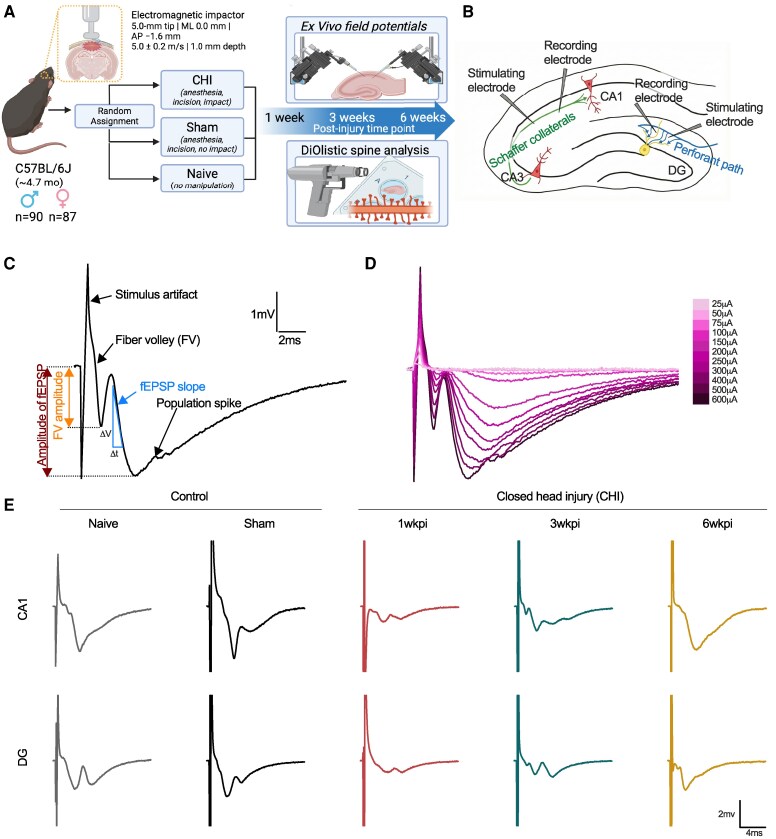
Experimental design and ex vivo assessment of hippocampal synaptic function following CHI. (**A**) Experimental timeline and study design was created in BioRender. Bachstetter, A. (2026) https://BioRender.com/2uufhqc. Male and female C57BL/6 mice were randomly assigned to Naïve (no manipulation), Sham (anaesthesia and scalp incision), or CHI (CHI; stereotaxic electromagnetic impactor) groups. CHI was delivered using a 5.0-mm tip at coordinates ML 0.0 mm and AP −1.6 mm, with an impact velocity of 5.0 ± 0.2 m/s and a depth of 1.0 mm. Animals were evaluated at 1, 3, or 6 weeks post-injury (wkpi). Brains were hemisected, with one hemisphere used for ex vivo hippocampal slice electrophysiology and the contralateral hemisphere used for DiOlistic labelling and dendritic spine analysis. (**B**) Schematic of hippocampal field potential recording configurations. Field excitatory postsynaptic potentials (fEPSPs) were recorded in CA1 stratum radiatum following stimulation of Schaffer collateral fibres originating from CA3, and in the DG (DG) molecular layer following stimulation of the perforant path. (**C**) Annotated representative fEPSP trace illustrating key waveform components, including the stimulus artefact, presynaptic fibre volley (FV), fEPSP slope, fEPSP amplitude, and population spike, which reflects synchronous neuronal firing. (**D**) Representative input–output curve generated from a single hippocampal slice, showing overlaid fEPSP traces averaged from 3–5 sweeps at increasing stimulation intensities (25–600 µA). (**E**) Representative fEPSP traces recorded at the maximal stimulation intensity (600 µA) from CA1 (top row) and DG (bottom row) across experimental groups (Naïve, Sham, 1 wkpi, 3 wkpi, and 6 wkpi). Scale bars in (**C**) apply to panels (**C**) and (**D**); scale bars in (**E**) are shown at right.

Figure 2 provides an overview of the experimental design (Fig. 2A), electrophysiological recording configuration (Fig. 2B), and representative field potential features (Fig. 2C) used for the analyses described below. In *ex vivo* slices, FV amplitude, fEPSP slope, and population spike threshold (see *Materials and methods*) were extracted from electrically-evoked field potentials in CA1 stratum radiatum and the molecular layer of the DG (Fig. 2C and D). To determine whether surgical manipulation alone affected synaptic outcomes, we compared electrophysiological measures between naïve and sham mice using a factorial model that included sex, surgical manipulation, and timepoint, stratified by hippocampal region. Representative field potentials acquired in both hippocampal subregions across timepoints and treatment groups are shown in Fig. 2E. To determine whether sham animals could be collapsed across timepoints, we performed factorial analyses including surgical condition (naive versus sham), sex, and timepoint. Across electrophysiological endpoints, there were no significant main effects of surgery and no surgery × timepoint interactions in either region, indicating that sham responses were stable across time and did not differ from naive controls. These results justified collapsing sham animals across timepoints for subsequent analyses. Two surgery × sex interactions were detected in CA1 for synaptic strength and synaptic efficiency (*P* = 0.036 and *P* = 0.037); however, no timepoint effects were observed in either region. Naive animals are shown for visual reference. Animal *n* values are now reported for each region-specific analysis, and differences in *n* between CA1 and DG reflect that not all animals yielded usable recordings in both regions.

After establishing that we could collapse the sham animals across timepoints, we then used a two-factor model including injury (sham versus 1, 3, and 6 wkpi) and sex and stratified the data by hippocampal region to evaluate the effects of CHI on synaptic physiology. In CA1, overall synaptic strength (Fig. 3A–C) was reduced following injury compared with sham controls. Synaptic strength (Fig. 3B), quantified by the regression slopes in Fig. 3A, provides a dynamic measure of how postsynaptic responses scale with increasing presynaptic input across stimulation intensities, capturing changes in input-output coupling across the full recruitment range. CHI reduced synaptic strength regression slope (*F*(3,90) = 9.47, *P* < 0.001, partial *η*^2^ = 0.240), with a reduction by 37% at 1 wkpi relative to sham (Δ = −1.196, *P* < 0.001), not significantly different at 3 wkpi (13% reduction; Δ = −0.405, *P* = 0.226), and reduced again at 6 wkpi (27% reduction; Δ = −0.849, *P* = 0.002). The synaptic efficiency, fEPSP/FV ratio (Fig. 3C) is a static measure calculated at the three highest stimulation intensities and reflects synaptic efficacy when presynaptic fibre recruitment is maximal. The CHI reduced synaptic efficiency in CA1 (*F*(3,90) = 9.85, *P* < 0.001, partial *η*^2^ = 0.247), driven by a reduction at 1 wkpi (35%; Δ = −1.112, *P* < 0.001), with no significant differences at 3 wkpi (9%; Δ = −0.290, *P* = 0.355) or 6 wkpi (13%; Δ = −0.398, *P* = 0.151). These measures show that CHI alters both dynamic synaptic coupling and maximal synaptic efficacy. There appeared to be little contribution of presynaptic excitability (Fig. 3D and E) as there was no main effect of injury. Maximal fEPSP amplitude was not significantly affected by injury, sex, or the sex × injury interaction in either CA1 or DG. In contrast to the largely intact presynaptic recruitment, postsynaptic responsiveness (Fig. 3F and G) was significantly affected by CHI. The postsynaptic input-output regression slope (Fig. 3G) showed a main effect of injury (*F*(3,90) = 5.13, *P* = 0.003, partial *η*^2^ = 0.146), with reductions relative to sham at 1 wkpi (29%, *P* = 0.002) and 6 wkpi (22%, *P* = 0.033), while the 3 wkpi comparison did not reach significance (19%, *P* = 0.065). These reductions in postsynaptic responsiveness persisted beyond the acute post-injury period in CA1.

**Figure 3:**
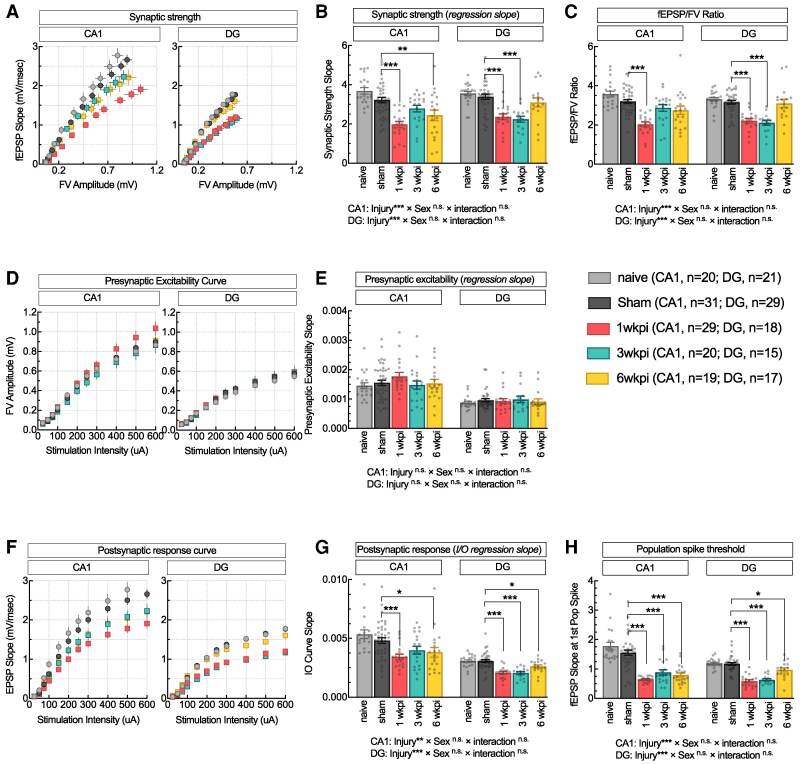
CHI alters hippocampal synaptic physiology in a region- and time-dependent manner. Ex vivo field excitatory postsynaptic potentials (fEPSPs) were recorded from hippocampal slices prepared from naïve, sham and CHI mice at 1, 3, or 6 weeks post-injury (wkpi). Recordings were obtained from CA1 following stimulation of Schaffer collateral fibres and from the dentate gyrus (DG) following stimulation of the perforant path. (**A**) Synaptic strength curve plotted as fEPSP slope versus fibre volley (FV) amplitude. (**B**) Synaptic strength quantified as the regression slope of panel A synaptic strength curves. (**C**) Synaptic efficiency measured as the fEPSP/FV ratio averaged across the three highest stimulation intensities. (**D**) Presynaptic excitability curve plotted as FV amplitude versus stimulus intensity. (**E**) Presynaptic excitability quantified as the regression slope of panel D presynaptic excitability curve. (**F**) Postsynaptic response input-output (I/O) curves plotting fEPSP slope as a function of stimulation intensity. (**G**) Postsynaptic responsiveness quantified as the regression slope of the panel F postsynaptic response curve. (**H**) Population spike threshold quantified as the fEPSP slope at which the first population spike was detected. Data are presented as mean ± SEM. CA1 and DG were analyzed separately. Statistical comparisons were performed using two-factor ANOVA with injury and sex as factors, followed by Dunnett’s post hoc tests where appropriate. Main effects of injury (exp_group) for each measure were as follows. Synaptic strength regression slope (**B**): CA1 *F*(3,90) = 9.47, *P* < 0.001; DG F(3,78) = 12.36, *P* < 0.001. Synaptic efficiency (**C**): CA1 *F*(3,90) = 9.85, *P* < 0.001; DG *F*(3,78) = 16.99, *P* < 0.001. Presynaptic excitability regression slope (**E**): no significant main effect of injury in either region (CA1 *F*(3,90) = 0.83, *P* = 0.479; DG *F*(3,78) = 0.19, *P* = 0.906). Postsynaptic responsiveness regression slope (**G**): CA1 *F*(3,90) = 5.13, *P* = 0.003; DG *F*(3,78) = 15.17, *P* < 0.001. Population spike threshold (**H**): CA1 *F*(3,90) = 25.00, *P* < 0.001; DG *F*(3,78) = 29.32, *P* < 0.001. Panel F shows the input–output curves; the corresponding statistics are reported for the regression slope in panel G. Each dot represents an individual animal (*n* values shown in legend); multiple slices per animal were averaged within each animal prior to statistical analysis. Animals examined per group: CHI 1 wkpi, 10 female/8 male; CHI 3 wkpi, 10 female/10 male; CHI 6 wkpi, 12 female/7 male; naïve, 8 female/13 male; sham, 25 female/17 male. Not all animals yielded usable recordings in both regions, so per-region *n* differs between CA1 and DG. Sham animals were collapsed across timepoints based on the absence of surgery and surgery × timepoint effects. * = *P* < 0.05, ** = *P* < 0.01, *** = *P* < 0.001.

Population spike threshold reflects the synaptic drive required to recruit synchronized firing and is commonly used as a field potential proxy for neuronal excitability.^64,65^ In CA1 (Fig. 3H), CHI resulted in a robust reduction in the population spike threshold relative to sham (*F*(3,90) = 25.00, *P* < 0.001, partial *η*^2^ = 0.455) across all timepoints (1 wkpi: 58%, Δ = −0.909, *P* < 0.001; 3 wkpi: 43%, Δ = −0.671, *P* < 0.001; 6 wkpi: 47%, Δ = −0.732, *P* < 0.001), consistent with enduring hyperexcitability.

The DG showed a similar profile of decreased synaptic strength, postsynaptic responsiveness, and increased neuronal excitability. In the DG synaptic strength regression slope (Fig. 3B) was decreased with CHI (*F*(3,78) = 12.36, *P* < 0.001, partial *η*^2^ = 0.322). Like the CA1 region, at 1 wkpi, the DG synaptic strength was reduced 31% (Δ = −1.050, *P* < 0.001). In contrast to the CA1 region, a deficit in synaptic strength regression slope was seen at 3 wkpi (34%; Δ = −1.142, *P* < 0.001), but not at 6 wkpi (7%; Δ = −0.246, *P* = 0.600), indicating a distinct temporal profile of recovery in DG compared with CA1. Synaptic efficiency in the DG (Fig. 3C) was similarly affected, with a robust main effect of injury (*F*(3,78) = 16.99, *P* < 0.001, partial *η*^2^ = 0.395) and significant reductions at 1 wkpi (31%; Δ = −0.964, *P* < 0.001) and 3 wkpi (33%; Δ = −1.048, *P* < 0.001), but not at 6 wkpi (1%; Δ = −0.029, *P* = 0.998). As in CA1, presynaptic excitability in DG (Fig. 3D and E) was not affected by injury. This finding indicates that axonal recruitment remains largely intact following CHI. However, postsynaptic responsiveness in DG (Fig. 3F and G) showed a larger and more persistent injury effect than in CA1, with the postsynaptic input-output regression slope (Fig. 3G) decreased following a CHI (*F*(3,78) = 15.17, *P* < 0.001, partial *η*^2^ = 0.368), with significant reductions at 1 wkpi (32%; Δ = −0.001, *P* < 0.001), 3 wkpi (33%; Δ = −0.001, *P* < 0.001), and 6 wkpi (15%; Δ = 0.000, *P* = 0.040). As in the CA1 region, there was an increased neuronal excitability in the DG, as shown by a lower population spike threshold with injury. This was seen at 1 wkpi (49%; Δ = −0.575, *P* < 0.001), 3 wkpi (45%; Δ = −0.531, *P* < 0.001), and 6 wkpi (16%; Δ = −0.189, *P* = 0.035). Across endpoints, sex effects were not significant, and sex-by-group interactions were not detected, indicating that the injury-related physiological changes were expressed similarly in males and females.

### Closed-head injury induces sex-dependent alterations in dendritic spine morphology and its relationship to synaptic physiology

To determine whether alterations in dendritic spine morphology accompanied the synaptic dysfunction observed following CHI, we used DiOlistic labelling and three-dimensional Imaris reconstruction (Fig. 4A–C). Total spine density was not significantly affected by injury group in either CA1 (*P* = 0.5962) or DG (*P* = 0.9649), and there was no significant effect of sex or sex × injury interaction in either region. Spines were classified as mushroom, stubby, or other. The percentage of ‘other’ spines was not significantly affected by injury, sex, or the sex × injury interaction in either CA1 or DG. Percent mushroom and percent stubby were calculated relative to the total detected spine population, with other spines retained in the denominator but not analyzed as an independent category. Using a two-way ANOVA with injury and sex as main factors, stratified by hippocampal region, we found sex × injury interactions in the CA1 region for both mushroom-shaped spines (*F*(3,81) = 3.86, *P* = 0.012, partial *η*^2^ = 0.12; Fig. 4D) and stubby-shaped spines (*F*(3,81) = 4.37, *P* = 0.007, partial *η*^2^ = 0.13; Fig. 4E), indicating that injury-related changes in spine morphology differed between males and females. Stratification by sex revealed that CHI significantly altered the percentage of mushroom-shaped spines (*F*(3,49) = 4.55, *P* = 0.007, partial *η*^2^ = 0.218) and stubby-shaped spines (*F*(3,49) = 4.31, *P* = 0.009, partial *η*^2^ = 0.209) in males, but not females, with post hoc comparisons demonstrating a reduction in mushroom-shaped spines at 6 weeks post-injury relative to sham controls (Δ = −13.8%, 95% CI [−25.8, −1.8], *P* = 0.020; Fig. 4D) and a corresponding increase in stubby-shaped spines (Fig. 4E).

**Figure 4:**
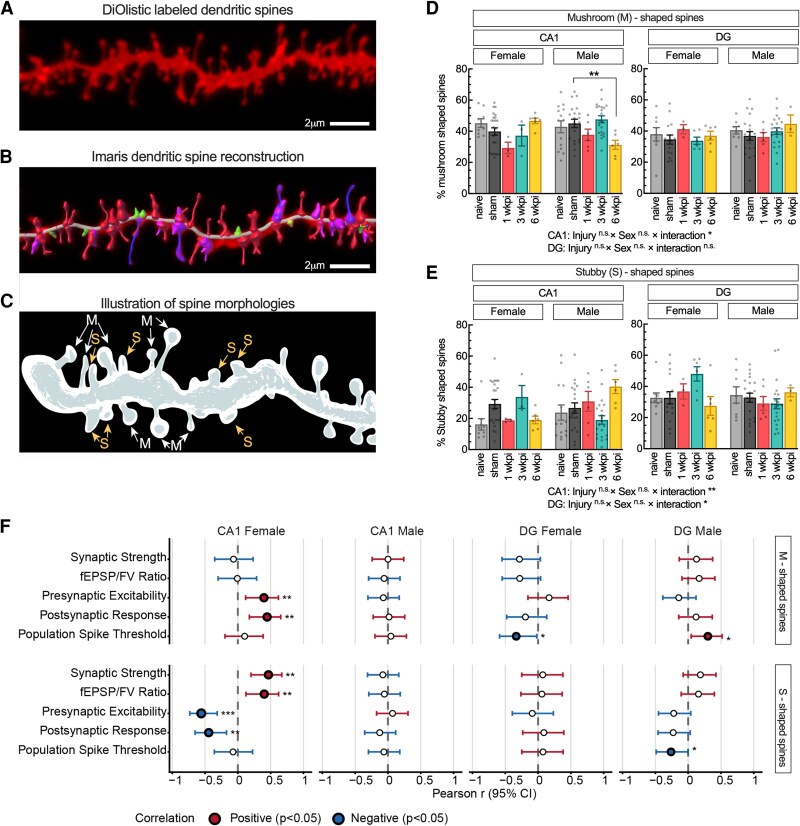
Sex-dependent effects of CHI on dendritic spine morphology and its relationship to synaptic physiology. (**A**) Representative DiOlistically labelled CA1 pyramidal neuron dendritic segments used for spine analysis. (**B**) Representative three-dimensional Imaris reconstruction, with mushroom spines shown in red, stubby spines in green, and ‘other’ spines in blue. (**C**) Schematic illustrating spine classification criteria used for analysis (mushroom, stubby, and other morphologies). Adapted with permission from Diamond DM, Campbell AM, Park CR, Woodson JC, Conrad CD, Bachstetter AD, Mervis RF. Influence of predator stress on the consolidation versus retrieval of long-term spatial memory and hippocampal spinogenesis. Hippocampus. 2006;16(7):571–576. Copyright © 2006 Wiley-Liss, Inc. This panel is intended to illustrate the classification scheme. Quantification of mushroom-shaped (**D**) and stubby-shaped (**E**) spine proportions in CA1 following sham or CHI, stratified by sex. (**F**) Correlation analyses between dendritic spine morphology and electrophysiological measures obtained from the same animals in CA1 and DG. Data are presented as mean ± SEM. Statistical comparisons in (**D**) and (**E**) used two-way ANOVA with injury and sex as factors. In CA1, there was a significant sex × injury interaction for both mushroom-shaped spines (D; *F*(3,81) = 3.86, *P* = 0.012) and stubby-shaped spines (E; *F*(3,81) = 4.37, *P* = 0.007). Sex-stratified analysis showed a significant effect of injury in males for mushroom-shaped spines (*F*(3,49) = 4.55, *P* = 0.007) and stubby-shaped spines (*F*(3,49) = 4.31, *P* = 0.009), with no significant injury effects in females. CA1 segment counts: naïve *n* = 9F/14M; sham *n* = 24F/21M; 1 wkpi *n* = 3F/6M; 3 wkpi *n* = 3F/21M; 6 wkpi *n* = 6F/6M. DG segment counts: naïve *n* = 9F/9M; sham *n* = 15F/18M; 1 wkpi *n* = 3F/6M; 3 wkpi *n* = 6F/21M; 6 wkpi *n* = 6F/3M. In (**F**), each dot represents the Pearson correlation coefficient with 95% confidence interval between the proportion of mushroom- or stubby-shaped spines and an electrophysiology measure within the matched animal subset. Filled circles indicate *P* < 0.05. *P < 0.05, **P < 0.01, ***P < 0.001.

Because dendritic spine morphology and synaptic physiology were assessed in the same animals, we next examined the relationship between structural and physiological endpoints using Pearson correlation analyses (Fig. 4F). In CA1 of female mice, mushroom-shaped spines were positively correlated with synaptic strength and postsynaptic responsiveness, whereas stubby-shaped spines showed inverse relationships with these same measures (*P* < 0.05). Presynaptic excitability was correlated with both mushroom- and stubby-shaped spine proportions. These two spine classes were inversely correlated with one another. In contrast, no significant correlations were detected in CA1 males between spine morphology and electrophysiological endpoints despite the presence of injury-related changes in spine class proportions at later timepoints. In the DG, population spike threshold was significantly correlated with spine morphology in both sexes (*P* < 0.05); however, the direction of the association between mushroom-shaped spines and population spike threshold differed between females and males (Fig. 4F), indicating sex-specific relationships between dendritic structure and neuronal excitability in this region. While synaptic electrophysiological parameters did not show sex or sex-by-injury interaction effects, dendritic spine morphology revealed sex-dependent injury effects in CA1.

### Histopathological assessment of glial markers in hippocampal subregions

Having observed region-specific alterations in electrophysiology and no change in total dendritic spine density following CHI, we next evaluated GFAP, IBA1, and CD45 immunoreactivity in CA1 and DG using archived tissue from an independent histology cohort collected at 1, 5, and 8 weeks post-injury. Prior work from our group demonstrated robust and lasting astrocyte and microglial activation in the neocortex near the impact site, but comparable analyses in hippocampal subregions have not been performed.^63^ Consistent with previous observations, GFAP staining was markedly elevated in the neocortex at 1 wkpi (Fig. 5A and B), but within the hippocampus GFAP expression was uniformly high across all groups, including shams, and astrocyte morphology in CA1 and DG showed no qualitative or quantitative differences. Digital quantification confirmed no significant effects of region, injury, sex, or timepoint on GFAP^+^ area (Fig. 5C). Similarly, IBA1 revealed dense microglial activation in the cortex at 1 wkpi that resolved by 8 wkpi (Fig. 6A and B), but hippocampal IBA1 staining showed no injury- or sex-dependent differences. The only significant effect was region, with CA1 exhibiting higher IBA1^+^ area than DG (*F*(1,74) = 13.04, *P* = 0.0006, partial *η*^2^ = 0.150) (Fig. 6C). In contrast, CD45, a marker labelling reactive microglia and other leukocytes, showed pronounced cortical activation at 1 wkpi (Fig. 7A and B) and, uniquely among the markers assessed, demonstrated persistent and injury-related changes within the hippocampus. Quantification revealed significant main effects of sex (*F*(1,74) = 19.02, *P* < 0.0001, partial *η*^2^ = 0.205), injury (*F*(3,74) = 5.35, *P* = 0.0022, partial *η*^2^ = 0.178) and region (*F*(1,74) = 7.98, *P* = 0.0061, partial *η*^2^ = 0.097), as well as a significant sex × injury interaction (*F*(3,74) = 15.2, *P* < 0.0001, partial *η*^2^ = 0.381) (Fig. 7C). Stratified analyses revealed that males exhibited increased CD45^+^ area in both CA1 and DG at 5 wkpi, whereas females showed a delayed increase emerging at 8 wkpi; males displayed partial resolution by this later timepoint. These findings indicate that while astrocyte and microglial morphology remain largely unchanged in CA1 and DG, CD45-positive cell immunoreactivity demonstrates a delayed and sex-dependent increase in the chronic period. Because histology and electrophysiology were performed in independent cohorts, these findings should be interpreted as complementary assessments of delayed hippocampal pathology rather than as direct mechanistic correlates of the physiological changes.

**Figure 5:**
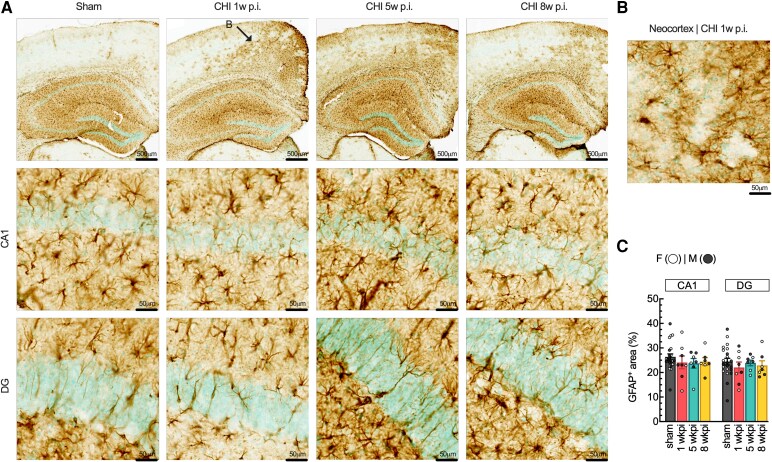
Astrocyte reactivity following CHI assessed by GFAP immunohistochemistry. (**A–B**) Representative GFAP immunostaining in neocortex and hippocampus from Sham and CHI mice at 1, 5, and 8 weeks post-injury (wkpi). Neocortical GFAP expression was elevated at 1 wkpi, consistent with astrocyte activation near the impact site. Within hippocampus, GFAP labelling in CA1 and DG appeared uniform across groups, with no qualitative evidence of hypertrophy. **(C)** Quantification of GFAP^+^ area in CA1 and DG showed no significant effects of region, injury, sex, or timepoint (Main effects and interactions were all non-significant: region *F*(1,72) = 0.89, *P* = 0.348; injury *F*(3,72) = 0.83, *P* = 0.481; sex *F*(1,72) = 0.34, *P* = 0.564; sex × injury *F*(3,72) = 1.38, *P* = 0.256). Percent area fraction was analyzed using mixed-effects ANOVA with animal as a random intercept and injury, timepoint, region, and sex as fixed effects, followed by Dunnett’s or Tukey’s corrected post hoc comparisons where applicable. Each data point represents the percent area fraction from an individual mouse for the indicated hippocampal region. Shams were collected at each time point and collapsed into a single control group for analysis and presentation. Data from females and males are shown together for visualization, but sex was included as a factor in the statistical model. Sex-specific post hoc comparisons are indicated where applicable. Sample sizes were: sham, 1 wkpi *n* = 6F/8M; sham, 5 wkpi *n* = 8F/8M; sham, 8 wkpi *n* = 8F/6M; CHI, 1 wkpi *n* = 8F/8M; CHI, 5 wkpi *n* = 6F/8M; CHI, 8 wkpi *n* = 6F/8M. Data represent mean ± SEM.

**Figure 6:**
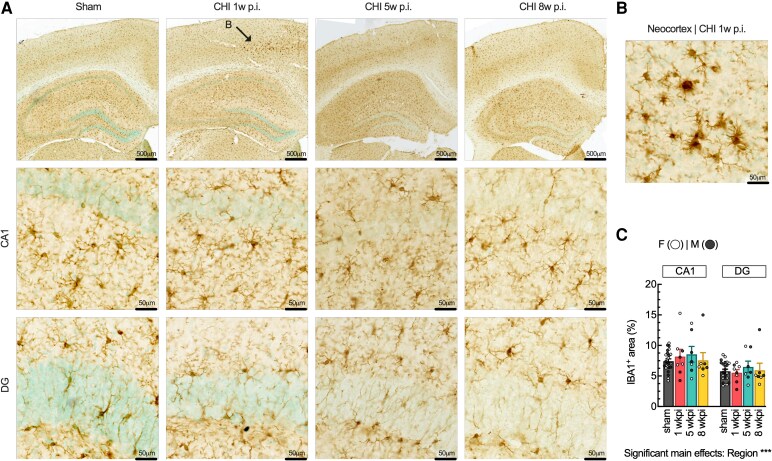
Microglial response after CHI assessed by IBA1 immunohistochemistry. (**A–B**) Representative IBA1 staining shows robust cortical microglial activation at 1 week post-injury (wkpi), which resolved by 8 wkpi. (**C**) In CA1 and DG, IBA1^+^ area showed no effects of injury or sex; the only significant factor was a main effect of region (*F*(1,74) = 13.04, *P* = 0.0006, partial *η*^2^ = 0.150), with CA1 exhibiting greater IBA1 coverage than DG. Non-significant effects: injury *F*(3,74) = 0.56, *P* = 0.640; sex *F*(1,74) = 0.22, *P* = 0.641. Percent area fraction was analyzed using mixed-effects ANOVA with animal as a random intercept and injury, timepoint, region, and sex as fixed effects, followed by Dunnett’s or Tukey’s corrected post hoc comparisons where applicable. Each data point represents the percent area fraction from an individual mouse for the indicated hippocampal region. Shams were collected at each timepoint and collapsed for statistical analysis. Data from females and males are shown together for visualization, but sex was included as a factor in the statistical model. Sex-specific post hoc comparisons are indicated where applicable. Sample sizes were: sham, 1 wkpi *n* = 6F/8M; sham, 5 wkpi *n* = 8F/8M; sham, 8 wkpi *n* = 8F/8M; CHI, 1 wkpi *n* = 8F/8M; CHI, 5 wkpi *n* = 6F/8M; CHI, 8 wkpi *n* = 6F/8M. Data represent mean ± SEM.

**Figure 7:**
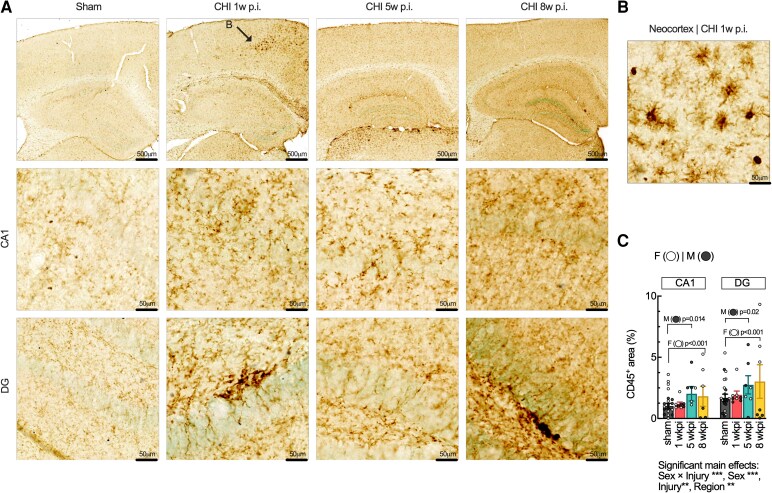
CD45 immunoreactivity reveals delayed and sex-dependent changes in hippocampus after CHI. (**A–B**) CD45 staining showed strong neocortical activation at 1 week post-injury (wkpi). (**C**) In CA1 and DG, CD45^+^ area displayed significant main effects of sex (*F*(1,74) = 19.02, *P* < 0.0001, partial *η*^2^ = 0.205), injury (*F*(3,74) = 5.35, *P* = 0.0022, partial *η*^2^ = 0.178), and region (*F*(1,74) = 7.98, *P* = 0.0061, partial *η*^2^ = 0.097), as well as a significant sex × injury interaction (*F*(3,74) = 15.20, *P* < 0.0001, partial *η*^2^ = 0.381). Post hoc tests showed increased CD45^+^ area at 5 wkpi in males and at 8 wkpi in females. Percent area fraction was analyzed using mixed-effects ANOVA with animal as a random intercept and injury, timepoint, region, and sex as fixed effects, followed by Dunnett’s or Tukey’s corrected post hoc comparisons where applicable. Each data point represents the percent area fraction from an individual mouse for the indicated hippocampal region. Shams were collected at each time point and collapsed into a single group for presentation. Data from females and males are shown together for visualization, but sex was included as a factor in the statistical model. Sex-specific post hoc comparisons are indicated where applicable. Sample sizes were: sham, 1 wkpi *n* = 6F/8M; sham, 5 wkpi *n* = 8F/8M; sham, 8 wkpi *n* = 8F/8M; CHI, 1 wkpi *n* = 8F/8M; CHI, 5 wkpi *n* = 6F/8M; CHI, 8 wkpi *n* = 6F/8M. Data represent mean ± SEM.

## Discussion

This study tested whether mild diffuse CHI produces lasting hippocampal dysfunction concurrently with early transcriptional, synaptic, structural, and neuroimmune correlates. We found that CHI induced rapid transcriptional changes within the first 9–24 h, including immediate early genes, excitability regulators, and synaptic factors, but most of these changes had largely resolved by 72 h. 

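The change of the CHI effect over time was tested for every gene in all 61 mice. Of 18124 genes, 915 had a different log2 fold change at 9 than at 24 h (490 with a larger and 425 with a smaller value at 9 h), and 1254 had a different log2 fold change at 9 than at 72 h (646 larger, 608 smaller). Before adjustment, 3187 and 3602 genes had p under 0.05, where chance would give 906. No experiment held mice of both 9 h and a later time, but each experiment held both CHI and sham mice.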

Despite this transient molecular response, both CA1 and DG showed aberrant synaptic function that lasted through 6 weeks post-injury. Notably, reduced synaptic strength occurred alongside chronic hyperexcitability, with population spikes emerging at lower thresholds and requiring less synaptic drive to elicit synchronized firing. This combination of weakened synaptic transmission but heightened neuronal excitability has direct relevance to post-traumatic seizure risk. These circuit-level changes were accompanied by shifts toward more immature spine morphologies. Notably, this dysfunction occurred despite a lack of overt hippocampal pathology in this injury model, as damage was largely limited to the cortex near the impact site. Hippocampal GFAP and IBA1 were largely unchanged, and only CD45 showed delayed increases in hippocampal subregions, with sex-dependent timing. Together, these data suggest that mild CHI produces chronic hippocampal circuit dysfunction, including a hyperexcitable state that may begin with early transcriptional changes, but can persist long after those molecular responses have normalized.

In this CHI model, prior work has demonstrated persistent behavioural impairments, including deficits in hippocampal-dependent learning and memory tasks.^62,63,66-69^ The present findings provide circuit-level context for these deficits, showing that reductions in synaptic strength and increased neuronal excitability in CA1 and DG are present during overlapping post-injury intervals. Prior work in diffuse and focal injury models reports reduced long-term potentiation, altered excitatory drive, and disrupted oscillatory dynamics after mild injury.^14,18,24,43,45,46^ We extend these findings by characterizing CA1 and DG input-output relationships across subacute and chronic intervals within the same experimental design. In CA1, synaptic strength and postsynaptic responses were reduced at 1 week and showed signs of recovery at 3 weeks. However, deficits re-emerged at 6 weeks, suggesting that early recovery may not reflect lasting circuit restoration. In DG, synaptic strength was reduced at 1 and 3 weeks but recovered by 6 weeks. Prior work showing disrupted AMPA receptor trafficking and phosphorylation after mild TBI provides a plausible context for these reductions in synaptic strength.^17,30,44^ This region-specific vulnerability aligns with evidence that CA1 pyramidal neurons show heightened susceptibility to metabolic stress and excitotoxic signalling, whereas DG granule cells exhibit circuit features, including robust inhibitory gating and ongoing adult neurogenesis, that may support resilience and recovery.^24,29,33,70^ The temporal profile of DG recovery observed here parallels reports of adult-born granule cell integration following TBI, which may restore synaptic throughput over time.

Presynaptic recruitment (FV amplitude) remained intact across stimulation intensities, supporting the inference that reduced synaptic strength slopes and reduced fEPSP/FV ratios reflect altered postsynaptic mechanism downstream of recruited presynaptic fibres. This differs from some fluid percussion and controlled cortical impact datasets reporting reduced presynaptic excitability.^14,24^ The present data extend these observations to a diffuse CHI model, demonstrating that postsynaptic impairments occur even in the absence of overt focal damage. Persistent reductions in fEPSP slope at higher stimulation intensities in CA1 suggest impaired synaptic summation or receptor recruitment, consistent with altered glutamate receptor composition or reduced postsynaptic spine efficiency.^39,44,71^

Although total dendritic spine density remained unchanged across conditions, DG neurons exhibited significantly higher stubby spine density relative to CA1, independent of injury status. Stubby spines are typically associated with developing or transient synaptic connections, and their predominance in DG may reflect ongoing structural plasticity or neurogenesis rather than injury-induced degeneration.^38,40,42,72^ The lack of change in mushroom-type spines, usually indicative of stable, mature synapses, suggests that physiological deficits observed here are not accompanied by global synaptic loss but rather by subtle modifications in receptor density or local signalling. This interpretation is consistent with previous work showing that hippocampal dendritic spines undergo dynamic remodelling rather than uniform loss after mild or moderate TBI.^38,39,42^ The higher prevalence of stubby spines in DG may therefore represent a structural correlate of recovery, consistent with the restoration of synaptic strength observed electrophysiologically at 6 weeks post-injury.

Our data also shows that CHI produces persistent (1, 3, and 6 weeks post-injury), regionally patterned changes in hippocampal hyperexcitability. Because FV recruitment was preserved, these population spike phenotypes are unlikely to reflect failure of presynaptic activation and instead support circuit-level mechanisms involving altered postsynaptic mechanisms and/or excitation-inhibition balance. We observed transient transcriptional downregulation of *Kcnt2* and *Kcnc3*. 

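Kcnt2 was lower in CHI than in sham mice in both experiments at 9 h, with log2 fold changes of −0.58 in the larger one (10 CHI and 4 sham mice, adjusted p = 0.00387) and −0.68 in the smaller one (5 CHI and 2 sham mice, adjusted p = 0.0509). Kcnt2 did not pass the threshold at 24 h (log2 fold change −0.08) or 72 h (−0.10, n = 14 and 6 at each).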

Loss of *Kcnt2* (Slick) removes a critical sodium-activated ‘safety brake’ against repetitive firing, while reduced expression of *Kcnc3* (Kv3.3) likely impairs the fast repolarization required for effective network inhibition. These molecular changes may contribute to destabilization of circuit function, favouring a hyperexcitable state despite concurrent reductions in synaptic strength, which would need to be experimentally tested. Notably, the combination of depressed synaptic strength alongside heightened network excitability is a recurring phenotype across multiple neurologic disease models, including experimental TBI and several astrocyte-/Aβ-linked neurodegenerative and cerebrovascular paradigms, suggesting shared circuit-level failure modes that decouple synaptic drive from spike output.^14,47,73-77^ However, prior work also links post-TBI hippocampal hyperexcitability to impaired inhibitory control, altered intrinsic membrane properties, and disrupted ionic homeostasis.^48,49,78,79^ Candidate mechanisms include reduced hyperpolarization-activated currents, potassium channel dysfunction, and dysregulated calcium handling, each of which can increase firing probability and destabilize network timing.^48,49,78,79^ In CA1 specifically, several studies implicate altered NMDA receptor-dependent calcium influx, and related calcium-dependent injury cascades as contributors to chronic excitability shifts after injury.^80-82^ Glutamatergic dysfunction can be driven by glial D-serine release, which hyperactivates perisynaptic GluN2B-containing NMDARs to trigger complement-mediated synaptic pruning in the absence of cell death.^83^

In DG, prolonged hyperexcitability has been attributed to reduced GABAergic inhibition, impaired KCC2-mediated chloride extrusion, and network remodelling that weakens feed-forward inhibition, with implications for seizure susceptibility in some models.^14,24,26,79,84^ While the precise hierarchy of these molecular and physiological changes remains to be defined, these findings indicate that the balance of excitation and inhibition is persistently disrupted following a mild closed head injury.

The increased excitatory potential and reduced synaptic strength observed in CA1 and DG were not accompanied by changes in hippocampal gliosis markers such as GFAP or IBA1, despite robust cortical gliosis persisting at chronic time points proximal to the injury site. CD45-positive cell immunoreactivity, however, showed a delayed and sex-dependent increase within hippocampal subregions. Together, these findings indicate that hippocampal circuit dysfunction after mild diffuse TBI can persist independently of overt regional gliosis, underscoring a dissociation between synaptic pathology and overt GFAP/IBA1-defined gliosis while not excluding contributions from specific cellular phenotypes or pathological changes not captured by these measures.^85^ Although GFAP and IBA1 did not reveal overt hippocampal gliosis, this does not exclude other forms of pathology within hippocampal circuits. The present analyses were not designed to assess neuronal loss or cell type-specific vulnerability. In particular, loss or dysfunction of inhibitory interneurons, including hilar interneurons in the dentate gyrus, is a well-established mechanism contributing to hippocampal hyperexcitability after brain injury.^36,47,86,87^ While our electrophysiological data demonstrate preserved presynaptic recruitment alongside reduced postsynaptic responses and increased excitability, these measures do not resolve the relative contributions of inhibitory versus excitatory neuronal populations. Notably, preserved fibre volley recruitment argues against gross loss of afferent input, suggesting that the observed changes reflect circuit-level dysfunction rather than widespread structural degeneration. Thus, alterations in inhibitory circuitry remain a plausible contributor to the observed hyperexcitable phenotype and warrant direct investigation in future studies.

Several considerations should be noted. Bulk RNA sequencing does not resolve transcriptional changes within discrete hippocampal subregions or attribute them to specific cell types. Our electrophysiological analyses focused on overall synaptic function rather than receptor-specific mechanisms, and confirmatory patch-clamp or pharmacological experiments would be needed to identify precise postsynaptic contributions. Similarly, spine analyses were limited to morphological metrics, and molecular assays for synaptic proteins could clarify whether morphological stability conceals receptor-level changes.

## Data Availability

Bulk RNA-sequencing raw and processed data have been deposited at the Gene Expression Omnibus (GEO) under accession GSE326452. Electrophysiology, dendritic spine morphology, and immunohistochemistry datasets are publicly available at the Open Data Commons for Traumatic Brain Injury: electrophysiology (ODC-TBI:1593, https://doi.org/10.34945/F5R886), dendritic spine morphology (ODC-TBI:1594, https://doi.org/10.34945/F5MK69), and immunohistochemistry (ODC-TBI:1595, https://doi.org/10.34945/F5GS30). RNA-sequencing analysis used the nf-core/rnaseq pipeline (v3.21.0), DESeq2 (v1.46.0), clusterProfiler (v4.14.6), and ReactomePA (v1.50.0) with parameters reported in Methods. Figure visualizations were generated using standard plotting functions from these packages and ggplot2 with parameters reported in Methods. Additional analytical details are available from the corresponding author upon reasonable request. Tissue samples are not available for future use.

How the deposited data were processed for this re-analysis (not part of the article)

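Bulk RNA sequencing of one hemisphere per mouse was re-analysed from the tables the authors deposited, which hold 200 mice. Of these, 61 are the C57BL/6J mice that the paper reports on (CHI, n = 15 at 9 h and n = 14 at 24 and 72 h; sham, n = 6 at each time point). The other 139 are CHI and sham mice at the same time points of strains labelled IL-1R1 gKO, IL-1R1 eRestore and IL-1R1 nRestore, on which the paper does not report. Strain, surgery, time point, sex, age and experiment of every mouse were taken from the sample labels. All columns of the tables were used.

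The authors trimmed paired-end reads of poly(A)-selected libraries, aligned them to GRCm39 with STAR and quantified transcripts with Salmon through the nf-core/rnaseq pipeline. The authors deposited a table of estimated counts (expected_counts), the reads that Salmon estimated for each gene, which are not all whole numbers and are not normalized for depth or length. The authors also deposited a table of TPM values (tpm), scaled by Salmon within each sample for transcript length and library size. Both tables list 56941 genes. The paper's text names neither the annotation release nor the strandedness of the libraries. Total estimated counts per mouse ranged from 14857985 to 57355676 over all 200 mice, with a median of 20120180 over the 61 C57BL/6J mice. Counting error is therefore small for genes with many counts, and the precision of a comparison is given by the standard error of its log2 fold change, which includes the spread between mice. The standard errors were obtained from the quasi-likelihood F statistics. Reads without molecular identifiers are not independent molecules, and libraries were not corrected for duplicates here.

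Estimated counts were rounded and tested in R 4.3.3 with edgeR 4.0.16 (TMM normalization, quasi-likelihood fit with robust estimation, F test), after a filter that kept genes with at least 10 counts in as many mice as the smallest group holds, 6 for the C57BL/6J mice. Each time point was fitted alone, with sex and age as covariates. P-values were adjusted by the Benjamini–Hochberg method over the genes tested, and DEGs had an adjusted p under 0.05. A second definition added an absolute log2 fold change above 0.5, the paper's threshold for pathway analysis. The change of the CHI effect over time was tested as a contrast in a fit of all 61 mice with sex and age as covariates, sham mice were compared between time points with sex as a covariate, and the difference of the CHI effect between the sexes was tested as an interaction with age as a covariate. The same test was applied to each of the other strains, to the difference of the CHI effect between each strain and the C57BL/6J mice, and to all 4 strains together with strain, sex and age as covariates. Age was left out of the comparison of sham mice, since it follows the time point.

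Genes named in the text are those the paper names in its results or labels in Fig. 1, the 5 higher and 5 lower DEGs with the smallest p and an absolute log2 fold change above 0.5 at each time point, and members of 16 hand-written gene families. The sex-linked genes Xist and Ddx3y and the gene Il1r1 were used to check labels. A few others were chosen after their values were seen, as said where they are named. Results for 2 genes the paper names are not reported here. The families were tested for an excess of DEGs by Fisher's exact test against all genes tested at that time point. A score per mouse was the mean of log2 TMM-normalized counts of a family's members, with 1 added to each count. Scores were compared by two-sided exact permutation tests, with Benjamini–Hochberg adjustment over 50 comparisons. Comparisons of scores over all strains permuted the mice within strain 100000 times. The clusterProfiler and ReactomePA analyses of the paper were left out, since their pathway databases were not used here.

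Alternatives to these choices were set before the data were examined. They were DESeq2 1.42.0 (Wald test) with its own size factors, DESeq2 with gene-length offsets derived from the counts and TPM tables, no filter beyond 1 count, a filter of at least 10 counts in every mouse, no covariates, the experiment in place of age, one fit of all 61 mice, RLE in place of TMM factors, only the experiment with the most mice at a time point, and leaving out each sham mouse in turn. Settings added after the data were seen are named as such in the closing section. The paper names DESeq2 with gene-length offsets as its test. For each comparison, the mice were also split at random into groups of the same sizes, 100 times for the main comparisons and 40 times for the others, the real grouping included.

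The tests were tested on simulated data with known changes. With 200 genes changed in 21 simulated mice, edgeR recovered 200 and called 16 unchanged genes (7.4% of its calls) and DESeq2 recovered 200 and called 26 unchanged genes. The changed genes were drawn from genes with many counts, and every gene had the same dispersion. Median log2 fold changes found by edgeR were 0.995 for raised and −0.986 for lowered genes. Recovery of smaller changes, or of genes with few counts, was not simulated, so these results do not show the power of the tests at 72 h. When the simulated gene lengths also differed between mice, DESeq2 recovered 200 with gene-length offsets and 146 (73%) without them. The main test, edgeR without such offsets, was not tested in that case. With no gene changed in 20 simulated mice, edgeR called 0 of 16399 genes. In the 61 C57BL/6J mice, all 1830 pairs of libraries differed, and the correlation of their log counts, which is across genes that are not independent replicates, was between 0.941 and 0.986.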

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

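The tests of how many sham groups chance would give, of the experiments behind the smaller effect in IL-1R1 eRestore mice, and of blood and depth behind the microglial genes at 72 h were chosen only after the result was seen.

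Among the named genes, 3 of 78 sham groups held a mouse far from the other 5. For Plcd4 at 9 h, sham A180 had 188.9 normalized counts (others, 240.6 to 260.1). For Gria2 at 9 h, sham A093 had 18210 (others, 11900 to 12810). For Atf3 at 72 h, sham A001 had 33.48 (others, 6.826 to 12.78). Chance alone would give 3.9 such groups among 78. The mice differ between genes, and no biological explanation was tested.

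A percentage in parentheses beside a number of genes is its share of the 56941 genes listed. The CHI effect differed between 9 and 24 h for 915 genes (1.61%) and between 9 and 72 h for 1254 genes (2.20%), by a test of the difference in all 61 mice. Of 40 splits that exchanged mice between the time points, 1 gave as many genes in each case, the real split itself. Mice at 9 h and mice at later times came from different experiments, so a difference between experiments cannot be told apart from the time since injury.

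Mice of 3 other strains, IL-1R1 gKO, IL-1R1 eRestore and IL-1R1 nRestore, are not reported on in the paper. In IL-1R1 gKO mice, 33 genes (0.0580%) were DEGs at 9 h, 12 higher and 21 lower, and 2 of 40 splits of the mice gave as many. The other of these, with 945 genes, was the split that followed the experiments most closely (Cramér's V 0.764, against 0.132 for the real split, the lowest value of any split). At 24 h there was 1 (0.00176%), and 4 of 40 splits gave as many. The largest of their counts, 3319, came from a split that followed the experiments less than the real one (Cramér's V 0.333 against 0.556), so large counts are not explained by the experiments alone. It was Strip2 (log2 fold change 0.62, adjusted p = 0.0188), named after its value was seen. In IL-1R1 eRestore mice, 1222 genes (2.15%) were DEGs at 9 h, 682 higher and 540 lower, and 1 of 40 splits, the real one, gave as many. The next largest count, 1162, came from the split that followed the experiments most closely (Cramér's V 0.564, against 0.161 for the real split). At 72 h there was 1 (0.00176%), Ccl6 (log2 fold change 1.58, adjusted p = 0.0321), named after its value was seen, and 2 of 40 splits gave as many. In IL-1R1 nRestore mice, 102 genes (0.179%) were DEGs at 9 h, 58 higher and 44 lower, and 2 (0.00351%) at 72 h, C4b (0.63, adjusted p = 0.0161) and H3c14 (−8.52, adjusted p = 0.0130), named after their values were seen. In both cases 1 of 40 splits, the real one, gave as many.

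A test of the CHI effect in C57BL/6J mice minus that in each other strain gave 1 gene (0.00176%) for IL-1R1 gKO at 9 h (Xdh, 1.28, adjusted p = 0.0403) and 2 (0.00351%) at 24 h (P2ry12, −0.47, and Gpr153, −0.52, adjusted p = 0.0474 for both), and 6 and 2 of 40 splits gave as many. For IL-1R1 nRestore at 9 h it gave 1 gene (0.00176%; Ccnd2, −0.59, adjusted p = 0.00190), and 8 of 40 splits gave as many, and all IL-1R1 nRestore mice at 9 h came from an experiment without C57BL/6J mice (Cramér's V 1 for the real split), so strain and experiment cannot be told apart. These genes were named after their values were seen.

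For IL-1R1 eRestore at 9 h, the CHI effect in C57BL/6J mice was higher than in these mice for 73 genes and lower for 71 (together 0.253%), and 1 of 40 splits, the real one, gave as many. Among them were Arc (−1.44, adjusted p = 0.0466) and Egr2 (−2.00, adjusted p = 0.00160), whose log2 fold change after CHI was lower in C57BL/6J mice. The mean immediate early gene score in sham mice was 9.75 in C57BL/6J and 9.25 in IL-1R1 eRestore mice (n = 6 each). In CHI mice it was 9.06 (n = 15) and 9.22 (n = 12). The strains thus differed more in sham than in CHI mice, so a different sham level is not told apart from a different response to injury. Both strains came from the same 2 experiments at 9 h. The immediate early gene effect differed by 0.24 between the 2 experiments of the C57BL/6J mice, against differences between the strains of 0.90 and 0.29 within each experiment, so the difference between experiments was close to the smaller of these and below the larger. In IL-1R1 eRestore mice the effect was 0.12 in one experiment and −0.24 in the other, a difference of 0.37. The strains differed in the same direction within both experiments, so a difference between experiments does not account for the direction, but the size of the strain difference is uncertain. The strain is a candidate explanation, but the number of genes fell to 7 without covariates.

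Over all 4 strains, with strain, sex and age as covariates, 4406 genes (7.74%) were DEGs at 9 h, 2108 higher and 2298 lower, 327 (0.574%) at 24 h, 42.2% of them higher, and 116 higher and 3 lower (together 0.209%) at 72 h, and for each 1 of 40 splits within strain, the real one, gave as many. At 24 h the real split followed the experiments more closely than any other split (Cramér's V 0.448, against a median of 0.133 and at most 0.412). The split count at 24 h therefore cannot tell injury apart from a difference between experiments. At 72 h, 17 of 21 microglial genes were DEGs and all 21 were higher. With the experiment in place of age, 97.5% of the DEGs at 72 h passed in both fits, and with the nuclear RNA score as a covariate 93.3% did. An erythrocyte score, a measure of blood left in the tissue, differed by 0.32 (permutation p = 0.27), and for total counts the permutation p was 0.887. In the C57BL/6J mice alone at 72 h, all 5 erythrocyte genes were higher in CHI mice, with a median log2 fold change of 1.12, so blood in the tissue is not excluded. A response of microglia to CHI at 72 h is a candidate explanation, as a hypothesis. Without the C57BL/6J mice, 54 genes were DEGs, and 10 of the 21 microglial genes were among them.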

How the results depend on the processing

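The nuclear RNA score and the choroid plexus score as further covariates, the smaller experiment at 9 h alone, the experiment in place of age over all 4 strains, the omission of single mice of the other strains and, for the overlap of DEGs, the experiment with the most mice were chosen only after the results were seen. All other settings were fixed in advance, and all of them were run. A percentage in parentheses beside a number of genes is its share of the 56941 genes listed. No paired analysis was possible because each mouse gave one library and no label pairs the mice. For every result below that moved or reversed, apart from the fit without a filter at 24 h, the cause was not tested.

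DEGs at 9 h numbered between 1790 and 3157 under all settings run, except in the experiment with the most mice alone (1226, 2.15%) and in the smaller experiment alone (279, 0.490%). DEGs at 9 h with absolute log2 fold change above 0.5 numbered between 626 and 1044, except in the smaller experiment alone (241, 0.423%). The higher and lower DEGs stayed near even numbers under DESeq2's size factors (1444 higher, 1412 lower) and RLE factors (1185 higher, 1196 lower). Like TMM, these factors centre the typical log2 fold change near 0, so they cannot test whether the balance is real. With the threshold on the log2 fold change, 537 DEGs were higher and 302 lower in the main fit.

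DEGs at 24 h numbered 67. DESeq2's size factors gave 140 (0.246%), no filter beyond 1 count gave 333 (0.585%), one fit of all 61 mice gave 24 (0.0421%), and the experiment with the most mice alone gave 18 (0.0316%). In the fit without a filter at 24 h, edgeR's prior degrees of freedom were infinite, which gave every gene the variance of the trend. The variance used for Arc was 0.700 in place of 13.9, and the calls of Arc at 24 h (adjusted p from 1.92e-12 to 0.996 over all settings), Egr1 at 24 h, Rbm3 at 24 h, Atf4 at 24 h and Wfs1 at 24 h under this setting, with the 333 DEGs and the overlap built on them, should not be relied on. This was examined only after the adjusted p of Arc was seen, and no other fit of CHI against sham in these mice had an infinite prior. The nuclear RNA score as a covariate gave 63 higher and 81 lower (0.253%), and the choroid plexus score 22 (0.0386%). The 6 fits that each left out one sham mouse gave from 17 (0.0299%) to 53 (0.0931%). DEGs at 24 h with absolute log2 fold change above 0.5 numbered 22, against 39 (0.0685%) with DESeq2's size factors, 37 (0.0650%) with gene-length offsets, 132 (0.232%) without a filter, 13 (0.0228%) in one fit of all 61 mice, 11 (0.0193%) in the experiment with the most mice, 38 (0.0667%) with the nuclear RNA score, 12 (0.0211%) with the choroid plexus score, and from 7 (0.0123%) to 17 (0.0299%) with one sham mouse left out. The other settings gave counts within 1.5 times of the main count.

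DEGs at 72 h numbered 0 (869 genes at an unadjusted p under 0.05). DESeq2's size factors gave 41 (0.0720%), gene-length offsets 22 (0.0386%), no filter 4 (0.00702%), the experiment in place of age 18 (0.0316%), one fit of all 61 mice 14 (0.0246%), the nuclear RNA score 22 (0.0386%), and one sham mouse left out from 0 to 1 (0.00176%). DEGs at 72 h with absolute log2 fold change above 0.5 numbered 0, against 21 (0.0369%), 15 (0.0263%), 3 (0.00527%), 13 (0.0228%), 9 (0.0158%), 19 (0.0334%) and from 0 to 1 (0.00176%) in the same order. Under the other settings (10 counts in every mouse, no covariates, RLE factors, the experiment with the most mice, the choroid plexus score) both counts were 0. The overlap of DEGs between time points numbered 23, against 65 with DESeq2's size factors, 35 with gene-length offsets, 69 without a filter, 40 with the experiment in place of age and 6 in the experiment with the most mice. For the overlap of DEGs between time points, absolute log2 fold change above 0.5, the count was 9, against 18 with DESeq2's size factors, 15 with gene-length offsets, 18 without a filter, 4 with at least 10 counts in every mouse and 4 in the experiment with the most mice.

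The difference of the CHI effect between 9 h and 24 h and the difference of the CHI effect between 9 h and 72 h stayed within 849 to 1061 and 1207 to 1432 genes. For sham mice, 9 h against 24 h, and sham mice, 9 h against 72 h, the counts stayed within 2893 to 4355 and 3208 to 4686 genes, except with the nuclear RNA score as a covariate, which left 588 (1.03%) between 9 and 24 h and 55 higher and 84 lower (0.244%) at 9 than at 72 h. DESeq2 gave 4 (0.00702%), 1 (0.00176%) and 3 (0.00527%) genes for the sex by injury interaction at 9 h, the sex by injury interaction at 24 h and the sex by injury interaction at 72 h, where edgeR gave 0 of each (774, 749 and 524 at an unadjusted p under 0.05). The 8 gene families past the threshold became 11 with DESeq2's size factors, 12 with gene-length offsets and 9 without the threshold on the log2 fold change.

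In the strains the paper does not report on, DESeq2's size factors and the omission of covariates moved most counts. DEGs in IL-1R1 gKO at 9 h went from 33 to 218 (0.383%), 50% of them higher against 36.4%, and 21 (0.0369%), and DEGs in IL-1R1 gKO at 24 h from 1 higher and 0 lower to 86 higher and 40 lower (0.221%) and to 6 (0.0105%) in all. DEGs in IL-1R1 eRestore at 9 h went from 1222 to 1991 (3.497%) and 736 (1.29%). With DESeq2, DEGs in IL-1R1 eRestore at 24 h went from 0 (1494 at an unadjusted p under 0.05) to 55 (0.0966%), and DEGs in IL-1R1 eRestore at 72 h from 1 to 12 (0.0211%), 7 higher and 5 lower. DEGs in IL-1R1 nRestore at 9 h went from 102 to 399 (0.701%) and 228 (0.400%), and from 12 (0.0211%) to 217 (0.381%) with one sham mouse left out. DEGs in IL-1R1 nRestore at 24 h went from 0 (740 at an unadjusted p under 0.05) to 3 (0.00527%) with DESeq2, and from 0 to 2 (0.00351%) with one sham mouse left out. DEGs in IL-1R1 nRestore at 72 h went from 2 to 11 (0.0193%) with DESeq2, 8 higher and 3 lower against 1 and 1, and from 1 (0.00176%) to 4 (0.00702%) with one sham mouse left out.

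For differences between strains, higher means a larger CHI effect in C57BL/6J mice. With DESeq2 and without covariates, the difference of the CHI effect between C57BL/6J and IL-1R1 eRestore at 9 h went to 290 (0.509%) genes and 7 (0.0123%), the difference of the CHI effect between C57BL/6J and IL-1R1 gKO at 24 h from 2 to 25 (0.0439%), 7 higher and 18 lower against 0 and 2, and 1 (0.00176%), and the difference of the CHI effect between C57BL/6J and IL-1R1 nRestore at 9 h from 1 to 34 (0.0597%), 12 higher and 22 lower against 0 and 1, and 3 (0.00527%), and from 1 (0.00176%) to 7 (0.0123%) with one sham mouse left out. The difference of the CHI effect between C57BL/6J and IL-1R1 gKO at 9 h went from 1 to 5 (0.00878%) with DESeq2. Without the C57BL/6J mice, DEGs over all 4 strains at 9 h went from 4406 to 2334 (4.10%), DEGs over all 4 strains at 24 h from 327 to 42 (0.0738%), and DEGs over all 4 strains at 72 h to 54 (0.0948%). With the experiment in place of age, DEGs over all 4 strains at 24 h went to 213 (0.374%).

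Of 1485 comparisons of results for single genes, 1345 kept their direction and their side of the threshold, 78 fell below the threshold, 32 rose past it and 30 reversed. The reversed values belong to 10 results, none of which passed the threshold under the setting that reversed it (smallest adjusted p, 0.757). In the experiment with the most mice, Arc at 24 h had a log2 fold change of 0.27, Fos at 24 h 0.44, Egr2 at 24 h 0.20, Grm8 at 24 h −0.0593, C1qc at 9 h 0.0268 and Egr1 at 72 h −0.13. With gene-length offsets, Atf3 at 9 h had −0.0209, Atf3 at 24 h 3e-04, Egr2 at 24 h 0.01 and Grm8 at 24 h −0.0653. No filter gave −0.0036 for Grm8 at 24 h, the experiment in place of age −0.0105 for Egr1 at 72 h, and one fit of all 61 mice 0.0047 for C1qc at 9 h. With the nuclear RNA score as a covariate, Grm8 at 24 h had −0.0018, Egr1 at 72 h −0.0079, Syt4 at 72 h −0.0032 and Syt4: sham mice, 9 h against 24 h, −0.0069, and with the choroid plexus score Grm8 at 24 h had −0.0333. When each sham mouse in turn was left out, the log2 fold change ranged from −0.11 to 0.0599 for C1qc at 9 h, from −0.16 to 0.17 for Fos at 24 h, from −0.0347 to 0.0602 for Grm8 at 24 h, from −0.33 to 0.0879 for Atf3 at 24 h and from −0.054 to 0.22 for Egr1 at 72 h.

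Depth limits genes with few reads. Atf3, with means of 13.6 to 39.3 normalized counts, and Gpr179, with means of 7.03 to 36.6, carry more counting error than the other genes named from the paper or by rank, and the differences found for them at one time point and not at another are less certain.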

Differences from the paper's values

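The paper's number of DEGs at 9 h is about 750 in Fig. 1B, read by eye, and 2385 were found here. None of the alternatives set before the data were examined closed this gap, including DESeq2 with gene-length offsets, the paper's stated test (2292), no filter beyond 1 count (1987), no covariates (1844) and the experiment with the most mice alone (1226). With the threshold on the absolute log2 fold change added, the count was 839, within 1.5 times of the paper's, and it stayed so under all of these alternatives, from 626 to 1044.

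For 24 h, the paper's number of DEGs is about 38 in Fig. 1B, read by eye, and 67 were found here. A filter of at least 10 counts in every mouse (57) and no covariates (51) closed the gap, as did leaving out one sham mouse in 5 of 6 fits (36 to 53, and 17 in the other), and the other alternatives set before the data were examined did not. With the threshold on the log2 fold change, 22 DEGs were found against the paper's about 38 in Fig. 1B, read by eye. DESeq2's size factors (39), gene-length offsets (37) and the experiment in place of age (27) closed that gap, and the other alternatives did not. The nuclear RNA score as a covariate, chosen after seeing the values, gave 38 with that threshold.

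The paper's number of DEGs at 72 h is 14, and 0 were found here (869 at an unadjusted p under 0.05). One fit of all 61 mice gave 14 and the experiment in place of age gave 18, which closed the gap, and the other alternatives set before the data were examined did not (DESeq2 with gene-length offsets, 22). The paper's number of DEGs found only at 72 h is 12, and 0 were found here. The same settings closed this gap, with 11 and 14 genes. With the threshold on the log2 fold change as well, 0 DEGs at 72 h were found against the paper's 14, and 0 at 72 h only against the paper's 12. DESeq2's size factors (21 DEGs at 72 h and 15 at 72 h only), gene-length offsets (15 and 13) and the experiment in place of age (13 and 10) then closed both gaps, and the other alternatives did not.

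For DEGs shared between time points, the paper's number is about 16 in Fig. 1B, read by eye. Without a threshold on the log2 fold change, 23 were found here. With that threshold, 9 were found, and DESeq2's size factors (18), gene-length offsets (15), no filter (18) and the experiment in place of age (12) closed the gap, while the other alternatives did not. The count without a filter rests on a fit at 24 h whose variances were not estimated per gene, as described for the settings above, and should not be relied on.

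The paper's lowest depth is 30 M trimmed reads per sample (M, mega-), and the lowest total of estimated counts was 14.86 M. The libraries are paired-end, and Salmon counts read pairs, whereas the paper does not say whether it counts reads or pairs. If it counts reads, its range of 30 to 60 M is 15 to 30 M pairs, and the highest total of 57.36 M lies above it. If it counts pairs, the lowest total lies below it, although estimated counts leave out reads that were not assigned to a gene. No alternative applies to this value.

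The paper states that Arc, Fos, Egr1, Egr2, Kcnt2, Gria2, Grm8 and Syt4, among other genes, were upregulated by CHI at 9 h. It also states that the immediate early, excitability and synaptic genes of Fig. 1D had their highest induction at that time. In the tables, all 8 genes were lower in CHI than in sham mice at 9 h, with log2 fold changes from −2.69 (Egr2) to −0.40 (Gria2 and Syt4), under every setting run. The group means that Fig. 1D plots at 9 h for Arc (about 7300 in sham and about 2300 in CHI mice in Fig. 1D, read by eye) lie in the same order as those found here (7619 and 2436).

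The paper states that expression of Atf3 and C1qc persisted or rose at the later time points and remained elevated through 72 h. Neither passed the threshold between CHI and sham mice at 9 h (log2 fold changes 0.41 and −0.01) or 24 h (−0.13, and 0.19 with standard error 0.07) under any setting run, and neither passed it at 72 h (1.55 and 0.52), although both had their largest log2 fold change there. For Atf3 at 72 h, the settings that did pass were DESeq2's size factors (adjusted p = 0.000216), gene-length offsets (adjusted p = 0.00426), no filter, the experiment in place of age, one fit of all 61 mice, the omission of sham mouse A001 and, chosen after seeing the values, the nuclear RNA score, with adjusted p from 0.000216 to 0.346 over all settings. For C1qc at 72 h, they were DESeq2's size factors (adjusted p = 0.00635), gene-length offsets (adjusted p = 0.0106), one fit of all 61 mice (adjusted p = 0.0210) and, chosen after seeing the values, the nuclear RNA score (adjusted p = 0.0417), with adjusted p from 0.00635 to 0.661 over all settings.

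The paper states that G protein-coupled receptor and neuroactive ligand genes were enriched at 9 h as part of an early activation. In the hand-written families, counted among DEGs with absolute log2 fold change above 0.5, receptor genes were in excess among the lower genes (12 genes) and not among the higher genes (6 genes), and no excess of neuropeptide genes passed the threshold. The family of 24 neuropeptide and peptide hormone genes is not the paper's neuroactive ligand pathway. That pathway was not tested here, so its enrichment is neither shown nor contradicted. The paper gives the age of the mice as 5.12 months on average and the labels give 5.31 months for the same 61 mice.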

Other observations

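The splits for DEGs with a threshold on the log2 fold change and for gene families, the tests of gene length, the nuclear RNA and choroid plexus scores for the DEGs at 9 h, and the tests of experiment and depth in sham mice were chosen only after the result was seen.

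Of 100 splits of the mice at 9 h, 1, the real one, gave as many DEGs, and the same held with the threshold on the log2 fold change (1 of 100) and for gene families (1 of 100). The largest number in another split was 288. At 24 h it was also 1 of 100 for DEGs, for DEGs with the threshold and for families. At 72 h, where 0 DEGs were found (869 genes at an unadjusted p under 0.05), all 100 splits gave as many with either definition, as they must for a count of 0. The split with the most DEGs at 72 h, 498, followed the experiments more closely than the real one (Cramér's V 0.777 against 0.218), but 2 splits that followed them still more closely (0.814) gave 0 DEGs (461 and 484 genes at an unadjusted p under 0.05), and the 288 at 9 h came from a split with Cramér's V 0, so the large counts in other splits are not explained by the experiments alone. The relation of the log2 fold change to gene length was as strong in 88 of 100 splits at 9 h (rho = −0.06), 68 at 24 h (rho = 0.08) and 35 at 72 h (rho = −0.27). Nuclear RNA recovery and choroid plexus in the tissue piece were tested as causes of the DEGs at 9 h. With the scores as covariates, 99.9% and 89.6% of the 2385 DEGs passed in both fits.

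Immediate early genes were lower in CHI than in sham mice at 9 h. Their median log2 fold change was −0.58 in the smaller experiment and −0.91 in the larger, so both experiments show it. Pan-neuronal genes had a median of 0.0057 against −0.82, with 8 higher and 8 lower, so they did not share the fall. This goes against a loss of neurons as large as that fall, but a smaller loss is not excluded. The median absolute log2 fold change of clock genes without Per1 was 0.166 between CHI and sham mice, against 0.191 between sham mice at 9 and 24 h, too close to exclude a different time of day. For total counts, the exact permutation p was 0.476. Lower activity of neurons after CHI in the evening may be a biological explanation, as a hypothesis.

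Sham mice at 9 h had higher immediate early genes than at 24 h, by a median of 0.77. With the nuclear RNA score as a covariate it was 0.59, and for total counts the exact permutation p was 0.294. As 0 experiments held sham mice of both time points, the time of day cannot be told apart from a difference between experiments. For the genes that differed between sham mice at 9 h and at 24 or 72 h, 1 of 40 splits, the real one, gave as many in each case.

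For the sex by injury interaction, 0 genes passed at 9, 24 or 72 h (774, 749 and 524 at an unadjusted p under 0.05), and all 40 of 40 splits gave as many, as they must. The same holds for IL-1R1 gKO at 72 h (376), IL-1R1 eRestore at 24 h (1494), IL-1R1 nRestore at 24 h (740) and the difference of the CHI effect between C57BL/6J and IL-1R1 gKO at 72 h (597), each with 0 genes and 40 of 40 splits.

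Il1r1 had a median of 3.94 TPM in mice labelled IL-1R1 gKO (2.39 to 7.86) and 2.00 in C57BL/6J mice (0.998 to 4.77), so no loss of reads of this gene was seen under that label. Its median was also above that of C57BL/6J mice in IL-1R1 eRestore (3.095 TPM) and IL-1R1 nRestore mice (3.83 TPM). Mice A029 (sham, IL-1R1 eRestore, 24 h) and A150 (CHI, IL-1R1 nRestore, 72 h) are labelled male and had Xist at 94.4 and 75.6 TPM. Without A029, 0 genes were DEGs in IL-1R1 eRestore at 24 h, as with it (1494 at an unadjusted p under 0.05), and without A150, 2 were in IL-1R1 nRestore at 72 h, as with it.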
